# The influence of flocculation upon global gene transcription in a yeast CYC8 mutant

**DOI:** 10.1099/mgen.0.001216

**Published:** 2024-03-26

**Authors:** Brenda Lee, Karsten Hokamp, Mohamed M. Alhussain, Atif A. Bamagoos, Alastair B. Fleming

**Keywords:** co-repressor, *FLO1*, flocculation, *Saccharomyces cerevisiae*, transcription, Tup1-Cyc8

## Abstract

The transcriptome from a *Saccharomyces cerevisiae tup1* deletion mutant was one of the first comprehensive yeast transcriptomes published. Subsequent transcriptomes from *tup1* and *cyc8* mutants firmly established the Tup1-Cyc8 complex as predominantly acting as a repressor of gene transcription. However, transcriptomes from *tup1/cyc8* gene deletion or conditional mutants would all have been influenced by the striking flocculation phenotypes that these mutants display. In this study, we have separated the impact of flocculation from the transcriptome in a *cyc8* conditional mutant to reveal those genes (i) subject solely to Cyc8p-dependent regulation, (ii) regulated by flocculation only and (iii) regulated by Cyc8p and further influenced by flocculation. We reveal a more accurate list of Cyc8p-regulated genes that includes newly identified Cyc8p-regulated genes that were masked by the flocculation phenotype and excludes genes which were indirectly influenced by flocculation and not regulated by Cyc8p. Furthermore, we show evidence that flocculation exerts a complex and potentially dynamic influence upon global gene transcription. These data should be of interest to future studies into the mechanism of action of the Tup1-Cyc8 complex and to studies involved in understanding the development of flocculation and its impact upon cell function.

## Data Summary

The data that support the findings of this study are publicly available from Gene Expression Omnibus (GEO) with the identifier [GSE248550], and can be visualized at https://bioinf.gen.tcd.ie/jbrowse2/?config=AA_comparisons%2Fconfig.json.

**Impact Statement**

The Tup1-Cyc8 complex in *Saccharomyces cerevisiae* is the archetypal global repressor of gene transcription. The genes regulated by Tup1-Cyc8 came from the transcriptomes of *tup1* and *cyc8* mutants which display a cell aggregation phenotype called flocculation. Flocculation is an important trait of many industrial yeast strains, including those used for brewing, and is a model system for the study of multicellularity and biofilms. We hypothesized that the transcriptomes of *tup1* and *cyc8* mutants would contain genes regulated by Tup1-Cyc8 and genes indirectly impacted by flocculation. For example, we predicted that cells within the closely packed cell aggregates would be subject to nutrient and/or oxygen limitation which would influence gene transcription. We separated the impact of flocculation from the transcriptome of a Cyc8p-deficient mutant to reveal (i) genes indirectly regulated by flocculation, (ii) genes subject solely to Cyc8p regulation and (iii) Cyc8p-regulated genes further influenced by flocculation. We present an updated list of Tup1-Cyc8-regulated genes and reveal that flocculation has a widespread and potentially dynamic influence upon global gene transcription. These data will be relevant to those studying the Tup1-Cyc8 complex, and to those interested in flocculation and its impact upon cell function, in both industry and academia.

## Introduction

The Tup1-Cyc8 co-repressor complex in the yeast *Saccharomyces cerevisiae* is the archetypal global repressor of gene transcription [1]. It is responsible for the repression of a wide variety of genes including those that respond to glucose, oxygen, DNA damage and osmotic stress [2]. Indeed, studies have shown that it is responsible for the repression of approximately 10 % of genes when yeast cells are grown in glucose [3,4].

The complex is composed of one Cyc8p (Ssn6p) subunit and four Tup1p subunits [5]. The complex does not bind to DNA itself but is recruited to target genes via DNA sequence-specific transcription factors [6,7]. The recruitment to DNA is mediated via the Cyc8p subunit whilst the Tup1p subunit was originally thought to harbour the repressive activity [8]. However, there is evidence that both subunits can occupy and influence genes independently [4].

Tup1-Cyc8 can repress genes via various mechanisms including recruiting histone deacetylases (HDACs) to target gene promoters, maintaining ordered nucleosomal arrays over promoters, directly inhibiting RNA polymerase II (RNAP II) and associated machinery, or by blocking the activation domains of transcription factors [9,20]. These mechanisms are not necessarily mutually exclusive. Evidence suggests that at some genes, repression is mediated by multiple mechanisms acting in response to the environment working either cooperatively or redundantly [21,22]. The complex has also been shown to be required for activation of some genes [4,23,25].

Most studies into Tup1-Cyc8 function have used either *TUP1* or *CYC8* deletion or conditional mutants. A striking phenotype of such mutants is their flocculation phenotype, in which cells form multi-cellular aggregates [4,26]. Flocculation is a yeast stress response whereby cells on the inside of the floc are protected from external hazardous reagents by the cells on the outside of the floc which will be exposed and which will die [27]. Thus, overall, flocculation has the potential to ensure the survival of the cell population when exposed to external stressors.

Flocculation is an asexual, calcium-dependent, reversible cell aggregation process [28]. The phenotype is determined by the expression of the *FLO* family of genes which includes the *FLO1*, *5*, *9* and *10* genes which are subject to Tup1-Cyc8-mediated repression [29]. These genes encode cell wall lectin-like proteins (flocculins) that bind to the mannose residues in the cell walls of neighbouring cells [30,31]. *FLO1* is considered to be the dominant *FLO* gene and has been well characterized [32,33]. It has been shown that Tup1-Cyc8 can bind to the *FLO1* gene promoter to bring about gene repression in an HDAC-dependent manner [9,34]. Conversely, *FLO1* activation requires Swi-Snf and histone acetylation [35,36].

The flocculins, such as Flo1p, are serine/threonine-rich proteins comprising a lectin-like N-terminus and a C-terminal glycosylphosphatidylinositol (GPI) anchor [37,40]. The central domain contains serine/threonine-rich internal repeats and is heavily O-glycosylated. The mechanism of cell aggregation requires calcium which, when bound by the flocculins, promotes a change in conformation of the Flo protein’s lectin domain to promote binding to the mannose residues in the cell walls of neighbouring cells [31,41]. Flocculation can therefore be inhibited or reversed by exposing cells to EDTA to sequester the calcium ions. Alternatively, and depending on strain background, adding excess mannose to the medium can prevent or disperse floc formation by out-competing the flocculin binding sites [42].

The flocculation phenotype is important for the brewing industry where it offers a convenient way to separate the yeast from the product at the end of the fermentation process [43]. In brewing strains, the phenotype is thought to occur in response to multiple signals including high cell density, increased ethanol concentration and glucose depletion [44,46]. Strains that flocculate are also of interest for other industrial applications of yeast due to their ability to tolerate the harsh growth conditions often employed in industrial fermentations and to aid in the downstream processing of the product [47,48]. The phenotype has also been applied to bioremediation where the *FLO* proteins, and other cell wall components, aid in the chelation and removal of heavy metal ions from industrial effluent [49,51]. Yeast flocculation is also a useful model system for the study of microbial multicellular development and biofilms [30,52,54].

In most laboratory strains of *S. cerevisiae*, flocculation is considered an undesirable trait and the phenotype has been selected against. Therefore, commonly used laboratory strains such as S288c contain a nonsense mutation in the *FLO8* gene which encodes the activator of *FLO* gene transcription [55,56]. Thus, flocculation only occurs in mutant laboratory strains, such as when *TUP1* and/or *CYC8* are deleted, and is therefore a key phenotype of cells used in most studies of Tup1-Cyc8 complex function, including those used to uncover Tup1-Cyc8-regulated genes.

In this study, we wanted to test the hypothesis that flocculation would have a significant influence upon global gene transcription due to the potential nutrient- and oxygen-depleted environment of the cells within the flocs. We have separated the impact of flocculation from the transcriptome of a Cyc8p conditional mutant and revealed (i) the genes subject solely to Cyc8p regulation, (ii) the genes specifically influenced by flocculation and (iii) Cyc8p-dependent genes which are further positively or negatively influenced by flocculation. Together, we offer a revised profile of Cyc8p-regulated genes and reveal that flocculation exerts a widespread and complex influence upon global gene transcription.

## Methods

### Yeast strains and growth conditions

The Cyc8p anchor-away strain (Cyc8-AA; Mata *tor1-1 fpr1*::loxP-*LEU2*-loxP *RPL13A2*×FKBP12::loxP *CYC8*-FRB::*HIS3*) used throughout this study was constructed in the HHY221 background strain as previously reported [35,57]. Cells were grown at 30 °C in Yeast Extract-Peptone-Dextrose (YPD) medium unless stated otherwise.

### Flocculation assay

This assay was performed as previously described [4,35]. Cells with a flocculant phenotype were dispersed in the presence of EDTA (20 mM). Cells grown in the presence of mannose (250 mM) for up to 4 h do not flocculate.

### Anchor-away experiments

The anchor-away (AA) protocol was performed as previously described [35,57]. In both the Flo^+^ and Flo^-^ Cyc8-AA condition (see Fig. 1a) the Cyc8-AA strain was grown in YPD to early log phase (OD_600 nm_ of ~0.3) and the cultures were divided equally in two. In the Flo^+^ Cyc8-AA experiment, rapamycin (dissolved in DMSO) was added to the experimental half of the culture (+Rap), whereas DMSO alone was added to the control (-Rap) half of the culture. After 4 h of growth, RNA was extracted from both the control and experimental cultures. In the Flo^−^ Cyc8-AA experiment, rapamycin (dissolved in DMSO) and mannose were added to the experimental half of the culture (+Rap+Mannose), whereas mannose and DMSO were added to the control half (-Rap+Mannose). After 4 h of growth, RNA was prepared from both the control and experimental cultures. In each experiment, rapamycin (Fisher) was added at a final concentration of 1 µg ml^−1^ to initiate Cyc8p depletion, and mannose (VWR High Purity Grade, J443-500G) was added at a final concentration of 0.25 M to inhibit flocculation.

### RT-qPCR

RNA extraction, cDNA preparation and reverse transcription quantitative PCR (RT-qPCR) analysis were performed as previously described [4,35]. Values were normalized to *ACT1* RNA. Primers used are shown in Table S1, available in the online version of this article.

### RNA-sequencing

RNA was extracted from exponentially growing cells using the Hot Phenol method and purified using the RNeasy Minelute Cleanup Kit (Qiagen) [4,58]. Total RNA was sent to Eurofins Genomics (Germany) for rRNA depletion, cDNA library preparation and strand-specific RNA sequencing (RNA-seq) using the Illumina Platform. Single-end sequencing was performed for the Flo^−^ Cyc8-AA experiment and paired-end sequencing was performed for the Flo^+^ Cyc8-AA experiment. Raw sequencing data were processed using fastp (v0.20.0) software to remove poor quality bases (below Phred Quality 20) or adapter sequences. High-quality reads were mapped to the *S. cerevisiae* S288c reference genome available on ENSEMBL using the STAR aligner (STAR v2.7.3) and BAM files were generated. Differential gene expression analysis using the DESeq2 Bioconductor package was carried out by Dr Karsten Hokamp (Trinity College Dublin). Using normalized counts, log_2_ fold changes and Benjamini–Hochberg adjusted *P*-values were then calculated. The Bigwig files, which represent coverage of mapped reads, were uploaded to JBrowse and are available to view at https://bioinf.gen.tcd.ie/jbrowse2/?config=AA_comparisons%2Fconfig.json. The RNA-seq datasets are available in the Gene Expression Omnibus (GEO) repository (GEO accession number GSE248550). The RNA-seq data used in Figs 2–8 are shown in Table S2.

### Comparison of ratios between the Flo^+^ and Flo^−^ Cyc8-AA datasets

The RNA datasets for the Flo^+^ Cyc8-AA (+Rap vs -Rap) and Flo^−^ Cyc8-AA (+Rap, +Man vs -Rap, +Man) comparison were generated at different times using different sequencing technology (single-end reads for the Flo^−^ Cyc8-AA experiment and paired-end reads for Flo^+^ Cyc8-AA experiment) which can introduce unwanted variation in the data due to technical differences and not due to true biological differences as a result of the presence or absence of the flocculation phenotype. Therefore, additional analysis using interaction terms in DESeq2, which compares the ratios between two RNA-seq datasets, was carried out [59]. Following this analysis, an adjusted *P*-value was calculated. For this study we set the parameters of |log_2_ fold change| ≥1 and an adjusted *P*-value of ≤0.01, as a significant difference in ratios between the two datasets.

### Chromatin immunoprecipitation (ChIP)

Locus-specific ChIP was performed as previously described [9,35]. Tup1p ChIP was carried out using 1.5 µl of a Tup1p antibody (a gift from J. Reese). Cyc8-FRB ChIP was performed using 5 µl of an anti-FRB antibody (20 mg ml^−1^) (Enzo Life Sciences, pAb.ALX-215-065-1). Occupancy signals were determined by comparing the enrichment of DNA found in the immunoprecipitated (IP) material versus the input (IN) material. The ChIP (IP/IN) signal at the *FLO1* promoter was then normalized to an IP/IN signal at an internal negative control region (*Int-V*) to give ‘relative occupancy’, where indicated (Fig. S4). Primers used are shown in Table S1.

### Statistical software

Statistical analysis was carried out using GraphPad Prism 8. To assess the statistical significance of a result an ANOVA was carried out. Venn diagrams were constructed using Funrich software. Heatmaps were generated using the pheatmap function in R-Studio. The heatmap displays Z-scores for each gene; the legend can be interpreted as standard deviations above or below the mean fold change for each gene compared to the wild-type, with the dark orange colour indicating higher than average expression and paler orange colours representing lower than average expression of that gene. Each row represents a gene, and each column represents an experimental condition, as described accordingly.

### Gene Ontology analysis

Using the Gene Ontology Term Finder (v0.86) the significant (*P*<0.01) GO terms were retrieved from the Saccharomyces Genome Database (SGD) website [60]. The terms were divided into three sub-ontologies: Metabolic Process describes broad biological processes, Molecular Function refers to basic activities of the gene products and Cellular Component refers to location of the gene product. The heatmap was generated using GraphPad Prism 8, the scale represents the −log_10_ (corrected *P*-value), and higher values indicate greater statistical significance. The heatmap in Fig. 8b shows representative GO terms from each category. The complete list of all significant GO terms and the list of genes associated with each term is available in Table S3) .

## Results

Most previous studies to identify the genes under the control of the Tup1-Cyc8 complex have come from the transcriptomes of *TUP1* and/or *CYC8* deletion or conditional mutants which exhibit strong flocculation phenotypes [3,4, 14]. We hypothesized that the *tup1* and *cyc8* mutant cells in the flocs would be subject to nutrient and oxygen limitation which would influence the resultant transcriptomes. If correct, this would mean all previous *cyc8* and *tup1* transcriptomes would contain genes subject to *CYC8* and *TUP1* regulation, and genes indirectly influenced by flocculation.

In this study, we have uncovered the impact of flocculation upon the transcription profile of a Cyc8p-deficient strain by comparing the transcriptomes of a Cyc8p anchor-away (Cyc8-AA) strain in the presence and absence of flocculation (Fig. 1a) [57]. Anchor-away is a technique by which a protein of interest, in this case Cyc8p, can be rapidly removed from the nucleus following the addition of rapamycin to the appropriately constructed strain. Cyc8p was targeted for depletion, and not Tup1p, because the Cyc8p-depleted strain showed the greatest flocculation phenotype compared to the Tup1p depletion strain and expressed the *FLO* genes to the greatest extent (Figs S1 and S2). The strain background used for the anchor-away technique has been engineered to be insensitive to rapamycin. Thus, in this study, although the addition of rapamycin induces loss of Cyc8p from the nucleus, there are no deleterious effects of rapamycin directly upon cell function.

**Fig. 1.**
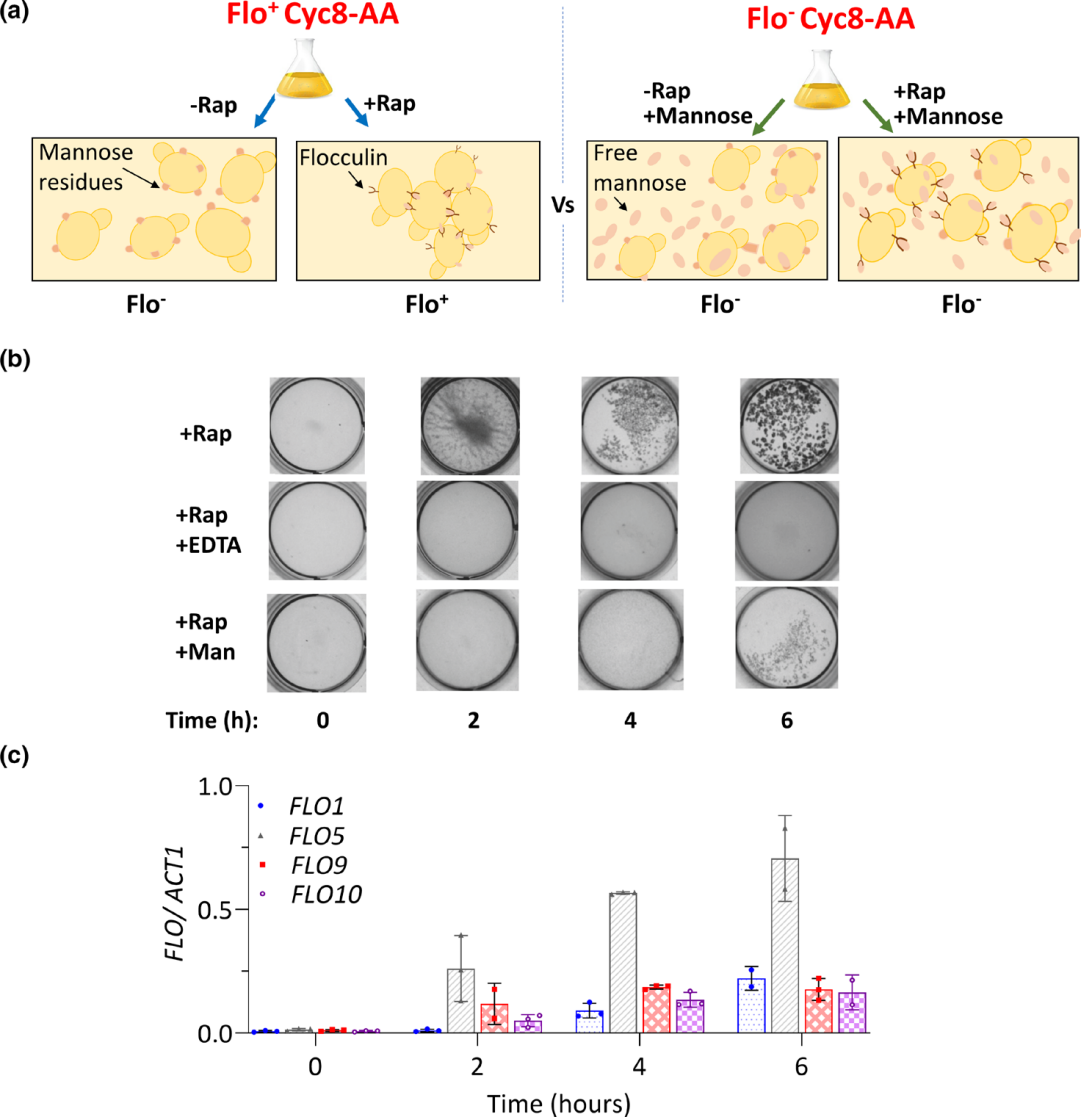
Assessing the impact of flocculation upon gene transcription following depletion of Cyc8p from the nucleus. (**a**) Experimental design to reveal the impact of flocculation upon global gene transcription in a Cyc8p conditional mutant. Transcriptome analysis was performed following rapamycin-induced Cyc8p depletion via the anchor-away technique (Cyc8-AA) in cells cultured in the absence of mannose, where flocculation was present (Flo^+^ Cyc8-AA), and in the presence of mannose, where flocculation was absent (Flo^−^ Cyc8-AA). The two transcriptomes were then compared. In the Flo^+^ Cyc8-AA experiment, a culture of Cyc8-AA cells was divided equally in two. Rapamycin (Rap) was added to one half of the culture and RNA-sequencing was performed on cells after 4 hours (h) of incubation (+Rap, Flo^+^). The other half of the culture was the control which was incubated for 4 h in the absence of rapamycin (-Rap, Flo^-^). In the Flo^-^ Cyc8-AA experiment, rapamycin and mannose (250 mM) were added to half the Cyc8-AA culture and RNA-sequencing was performed on cells after 4 h of incubation (+Rap, +Mannose, Flo^-^). The other half of the culture was the control which was incubated for 4 h in the absence of rapamycin and presence of mannose (-Rap, +Mannose, Flo^-^). (**b**) Images showing the presence or absence of the flocculation phenotype in Cyc8-AA cell cultures following growth after the addition of rapamycin in (**i**) the absence of EDTA and mannose (+Rap), (ii) the presence of EDTA (+Rap+EDTA) and (iii) the presence of mannose (+Rap+Man), for the times (hours, h) indicated. Time zero refers to immediately prior to rapamycin addition. (**c**) RT-qPCR analysis of mRNA levels of *FLO1*, *FLO5*, *FLO9* and *FLO10* from Cyc8-AA cells following the addition of rapamycin and depletion of Cyc8p from the nucleus. Time shown after rapamycin addition is indicated. Time zero refers to immediately prior to rapamycin addition. RT-qPCR values were normalized to *ACT1* mRNA, and error bars represent standard deviation from three biological replicates.

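For the Flo+ Cyc8-AA experiment, RNA was sequenced from 3 replicates of the Cyc8 anchor-away strain, in which rapamycin removes Cyc8p from the nucleus. Each culture was divided in 2, and rapamycin (1 µg/ml, +Rap) was added to one part and its solvent alone to the other (-Rap) for 4 h. The authors deposited the number of paired-end reads counted on each of 6775 genes in every sample, together with the same counts divided by a size factor per sample. The paper's text does not name the counting tool, its strand setting or its handling of reads that align to several genes. Between 27113127 and 29595591 reads per -Rap sample were counted on genes, with a median of 29015133, and between 26125728 and 30562700 per +Rap sample, with a median of 30200814. A gene with fewer than 3 counts in a sample cannot be told apart from 0 at this depth. The counts were scaled with trimmed mean of M-values (TMM) factors to the mean library size of all 12 samples and are given as normalized counts. For testing they were converted to log2 values after adding 2 counts, and the +Rap and -Rap samples were compared with limma on the 6100 genes that passed a filter on low counts. A gene was taken as up- or downregulated at a Benjamini-Hochberg adjusted p-value from limma of at most 0.01 and a log2 fold change of at least 1 in size. The targeted gene was examined first. Anchor-away moves the Cyc8 protein and does not delete its gene, and *CYC8* was counted in every sample, with normalized counts of 2347, 2152 and 1712 in the 3 -Rap replicates and 2459, 2921 and 2861 in the 3 +Rap replicates. Its log2 fold change was 0.42 (standard error 0.14, adjusted p = 0.047 from limma with Benjamini-Hochberg adjustment) and lay between 0.29 and 0.51 when each sample was left out in turn. The RNA level of *CYC8* therefore does not check the labels of the samples. The flocculin gene *FLO11*, which the paper does not name and which was counted at 289 ± 28.9 (SD, n = 3) in -Rap samples and 270484 ± 52486 (SD, n = 3) in +Rap samples, separated the labelled groups.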

First, we determined the transcriptome of a Cyc8-AA strain grown under conditions in which flocculation was present (Fig. 1a; Flo^+^ Cyc8-AA). We then repeated the analysis of Cyc8-AA cells grown in the presence of mannose which abolishes flocculation (Fig. 1a; Flo^−^ Cyc8-AA). 

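For the Flo- Cyc8-AA experiment, 3 further cultures were divided in the same way, and mannose (0.25 M) was added to both parts of each, so that the control samples (-Rap +Man) and the Cyc8p-depleted samples (+Rap +Man) differed in rapamycin. The authors sequenced these libraries at a different time and with single-end reads. Between 35905327 and 51088194 reads per -Rap +Man sample were counted on genes, with a median of 49357291, and between 41896192 and 48675825 per +Rap +Man sample, with a median of 47115421. The normalization and test were those of the Flo+ Cyc8-AA experiment, fitted to these 6 samples alone, and covered 6325 genes. Normalized counts of *CYC8* were 1988, 2194 and 1852 in the -Rap +Man replicates and 1415, 1820.0 and 1574 in the +Rap +Man replicates. The log2 fold change of *CYC8* was -0.30 (standard error 0.14, adjusted p = 0.11 from limma with Benjamini-Hochberg adjustment), with a range from -0.43 to -0.25 across the 6 fits that each left out one sample.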

We then compared the two transcriptomes to uncover the impact of flocculation upon global transcription in the absence of Cyc8p (Fig. 1a; Flo^−^ Cyc8-AA vs Flo^+^ Cyc8-AA). Importantly, the transcription profile of the mannose-treated, non-flocculating Cyc8p-depleted cells [Fig. 1a; Flo^−^ Cyc8-AA: +Rap, +Man (Flo^−^)] was normalized to the transcriptome of mannose-treated cells in which Cyc8p was not depleted [Fig. 1a; Flo^-^ Cyc8-AA: -Rap, +Man (Flo^−^)]. Thus, we propose that mannose-dependent changes in gene transcription (Table S4) would have been controlled for in the mannose-treated experiment (Flo^−^ Cyc8-AA) and excluded from the subsequent Flo^−^ Cyc8-AA versus Flo^+^ Cyc8-AA comparison (Fig. 1a).

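In the deposited counts, the -Rap +Man samples were compared with the -Rap samples in a fit of all 12 samples to 6403 genes. At an adjusted p-value of at most 0.05 from limma with Benjamini-Hochberg adjustment and a log2 difference of at least 1 in size, the thresholds given for Table S4, 751 genes were higher and 722 were lower with mannose. Among genes with at least 10 counts in every sample, 461 genes were higher and 529 lower, and among genes that overlap no other annotated gene, 498 were higher and 511 lower. The 2 groups also differed in sequencing run and read type, so that no comparison within one run was possible and mannose cannot be told apart from the run. The gene with the largest increase, *HYP2*, had 0 reads in all 6 Flo+ samples and between 90485 and 141617 reads in the -Rap +Man samples; it has a near-identical copy. *PHO84*, which overlaps a gene on the opposite strand, also had 0 reads in the Flo+ samples and at most 113985 in a -Rap +Man sample. *HYP2* and *PHO84* were among 21 genes with 0 counts in all 6 Flo+ samples and at least 100 in all 6 Flo- samples. Of the 21 genes, 71.4% were absent from the annotation or overlapped a gene on the opposite strand. The share was 9.74% of the other genes (Fisher's exact test, two-sided, p = 2.4e-11). Different rules for counting reads, rather than mannose, could therefore underlie such changes. The largest decrease was that of *YAL037C-A*, with at most 8078 reads in a -Rap sample and at most 14 in a -Rap +Man sample. From the normalization of each depleted culture to a control with the same mannose, the paper proposes that effects of mannose are left out of the comparison of the experiments.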

### Flocculation is abolished in the presence of mannose

To minimize the impact of mannose upon cells, we wanted to use the lowest concentration of mannose to inhibit flocculation, and to expose cells to this mannose for the shortest possible time during the Cyc8p anchor-away. Prior to performing the transcriptome comparison, we therefore first established the minimum amount of mannose which would inhibit flocculation following anchor-away of Cyc8p (Fig. S3). We also confirmed that rapamycin-induced depletion of Cyc8p from the nucleus in the anchor-away strain was unaffected by the addition of mannose (Fig. S4).

We next performed a time-course analysis of flocculation and *FLO* gene transcription following rapamycin-induced Cyc8p depletion (Fig. 1b, c). In the absence of rapamycin, no flocculation or *FLO* gene transcription was detected, consistent with Tup1-Cyc8-dependent repression of the *FLO* genes [Fig. 1b, c (+Rap, 0 h)] [29]. At 2 h after rapamycin addition, flocculation was visible and *FLO5*, *9* and *10* gene transcription could be detected [Fig. 1b, c (+Rap, 2 h)]. At 4 h after rapamycin addition, increased transcription of all four *FLO* genes was detected and cells could be seen to form larger and more visible flocs than those seen at the 2 h time point. At 6 h after rapamycin addition, although flocculation was more visible than before, there was no significant increase in *FLO* gene transcription compared to that detected at 4 h post-rapamycin addition.

The addition of EDTA to the rapamycin-treated cells at each time point dispersed the flocs, confirming the cell aggregation observed was a consequence of flocculation (Fig. 1b, +Rap+EDTA).

Addition of mannose to cell cultures at a final concentration of 250 mM immediately prior to rapamycin addition prevented flocculation at the 2 and 4 h post-rapamycin time points, although some flocculation was visible at the 6 h time point (Fig. 1b, +Rap+Man). The flocculation visible at the 6 h time point was probably due to depletion of mannose from the medium to a level below that needed to out-compete flocculin binding [61].

We therefore chose the 4 h post-rapamycin time point to perform the Cyc8-AA RNA-seq analysis in the presence and absence of flocculation (Fig. 1a). At this time point, the data suggest that *FLO* gene transcription has plateaued, and mannose has prevented floc formation. Importantly, we confirm the finding from previous studies to show that both Cyc8p and Tup1p are removed from the *FLO1* gene 30 min after rapamycin addition in the Cyc8-AA strain, and that Cyc8p (and Tup1p) depletion persists over the time period used here (Fig. S4) [35,57]. Thus, at the 4 h time point after rapamycin addition in the presence or absence of mannose, these data suggest that Tup1-Cyc8-dependent gene regulation should be fully abolished.

### RNA-seq analysis in flocculating and non-flocculating Cyc8p-depleted cells

To assess the impact of flocculation upon the transcriptome of a Cyc8p-deficient strain, the transcriptomes of a flocculating (Flo^+^) and non-flocculating (Flo^−^) Cyc8-AA experiment were compared (Fig. 1a; Flo^+^ Cyc8-AA vs Flo^−^ Cyc8-AA). The difference between the Flo^+^ and Flo^−^ Cyc8-AA transcriptomes was then analysed to reveal the impact of flocculation upon global transcription in cells following the depletion of Cyc8p from the nucleus.

The results of RNA-seq analysis following Cyc8p anchor-away in flocculating cells [Fig. 1a; Flo^+^ Cyc8-AA: +Rap (Flo^+^) vs -Rap (Flo^−^)] revealed 714 genes were upregulated and 161 genes were downregulated (Fig. 2a). 

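From the deposited counts, 669 genes were upregulated and 127 were downregulated in +Rap against -Rap samples, and 649 of the former and 127 of the latter also pass these thresholds in the authors' deposited table. Apart from leaving out samples, restricting the test to genes that overlap no other annotated gene moved the count of upregulated genes most downward, to 607, and an adjusted p-value threshold of 0.05 in limma with Benjamini-Hochberg adjustment moved it most upward, to 742. Across the 6 fits that each left out one sample, between 510 and 754 genes were upregulated and between 73 and 243 were downregulated. Samples with the same replicate number came from one divided culture, and their deviations from the group means correlated at 0.135 on average across genes. The value for samples with different numbers was -0.0679. It is tied to the value for same numbers, because deviations from a group mean sum to 0, and is no separate check of the pairing. With the replicate number as a block, 710 genes were upregulated and 145 downregulated. The largest increases were those of the seripauperin genes *PAU13*, *PAU24* and *PAU20* and the cell wall genes *DAN1* and *TIR1*. *DAN1* rose from 38.3 ± 7.51 (SD, n = 3) to 67945 ± 9763 (SD, n = 3) normalized counts, a log2 fold change of 10.71 (standard error 0.16, adjusted p = 4.3e-09 from limma with Benjamini-Hochberg adjustment). *PAU13*, with a log2 fold change of 11.37, *PAU24* and *PAU20* each have 10 near-identical copies among which reads could have been split. *PHM6* fell the most, from 136 ± 43.4 (SD, n = 3) to 12.1 ± 1.21 (SD, n = 3) normalized counts, a log2 fold change of -3.22 (standard error 0.28, adjusted p = 7.7e-05 from limma with Benjamini-Hochberg adjustment). Among the flocculin genes, the log2 fold changes were 5.80 for *FLO1*, 7.16 for *FLO5*, 5.20 for *FLO10* and 9.85 for *FLO11*, and *FLO1* has a near-identical copy.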

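In the +Rap +Man samples, 937 genes were upregulated and 164 were downregulated relative to the -Rap +Man samples, of which 913 and 163 pass the same thresholds in the authors' deposited table. The fits that left out one sample in turn gave between 834 and 964 upregulated and between 141 and 201 downregulated genes. Among genes that overlap no other annotated gene, the counts were 824 and 133. Deviations of samples with the same replicate number correlated at 0.272 on average across genes. The value for samples with different numbers, -0.135, is again tied to this one. The fit with the replicate number as a block gave 978 upregulated and 168 downregulated genes. *DAN1* changed most, from 3.19 ± 2.28 (SD, n = 3) to 83556 ± 5952 (SD, n = 3) normalized counts, a log2 fold change of 14.19 (standard error 0.31, adjusted p = 1.4e-09 from limma with Benjamini-Hochberg adjustment). Its -Rap +Man samples had between 1 and 8 raw counts, near the floor of 3, so the size of this change depends on the 2 added counts. In Flo+ *DAN1* had 38.3 normalized counts in -Rap and 67945 in +Rap samples. The larger change in Flo- thus lay mainly in the controls. The hexose transporter gene *HXT13*, which has a near-identical copy, rose by 12.67 on the log2 scale. Its controls also differed, with 126 normalized counts in -Rap and 10.5 in -Rap +Man samples. The largest decrease was that of *YLR112W*, from 575 ± 30.4 (SD, n = 3) to 84.0 ± 11.3 (SD, n = 3) normalized counts, with a log2 fold change of -2.73 (standard error 0.18, adjusted p = 2.2e-06 from limma with Benjamini-Hochberg adjustment). *ARO10*, *YDR222W*, *PRY3* and *SAM2* followed among the decreases, at -2.66, -2.63, -2.57 and -2.55. *FLO1*, *FLO5*, *FLO10* and *FLO11* had log2 fold changes of 6.11, 6.14, 6.01 and 10.37. *TUP1* had a log2 fold change of 0.19 (standard error 0.14, adjusted p = 0.29 from limma with Benjamini-Hochberg adjustment).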

Following RNA-seq analysis of the Cyc8p anchor-away strain grown under the non-flocculating conditions [Fig. 1a; Flo^−^ Cyc8-AA: +Rap, +Man (Flo^−^) vs -Rap, +Man (Flo^−^)], 984 genes were upregulated and 182 genes were downregulated (Fig. 2a).

**Fig. 2.**
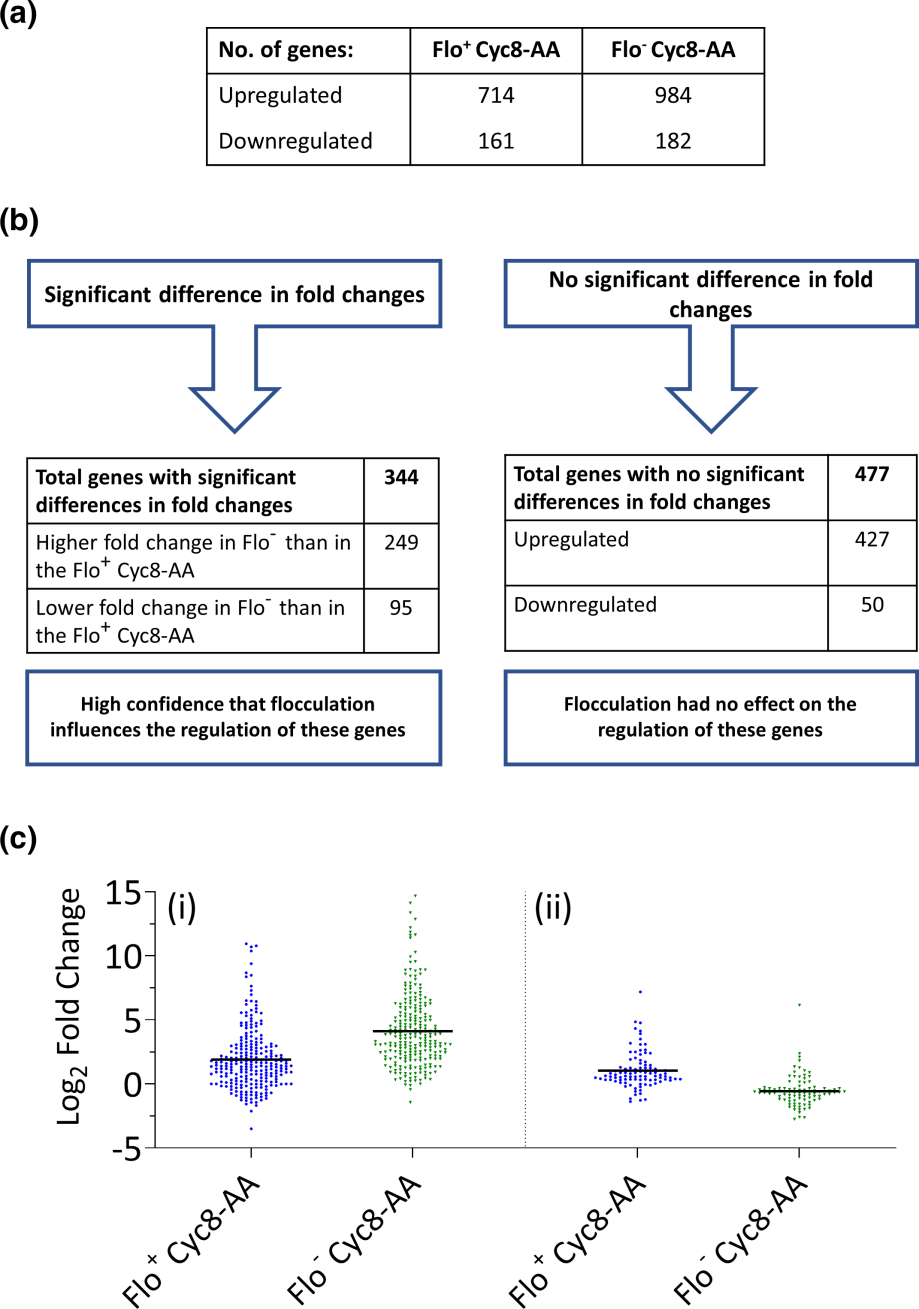
Comparison of the transcriptomes following Cyc8p depletion via anchor-away in flocculating (Flo^+^ Cyc8-AA) and non-flocculating (Flo^−^ Cyc8-AA) cells. (**a**) Table outlining the number of genes significantly up- and downregulated in the Flo^+^ and Flo^-^ Cyc8-AA experiments. (**b**) Schematic outlining the numbers of genes which showed a significant difference in their fold changes between the Flo^+^ and Flo^−^ Cyc8-AA experiments and which showed no significant differences in their fold changes between the Flo^+^ and Flo^−^ Cyc8-AA experiments. (**c**) Log_2_ fold change values of the 344 genes that showed a significant difference in their ratios between the Flo^+^ Cyc8-AA experiment compared to the Flo^−^ Cyc8-AA experiment separated into (**i**) the 249 genes that had significantly lower fold changes in the Flo^+^ Cyc8-AA experiment than in the Flo^−^ Cyc8-AA experiment, and (ii) the 95 genes that had significantly higher fold changes in the Flo^+^ Cyc8-AA experiment than in the Flo^−^ Cyc8-AA experiment.

To compare the resultant Flo^+^ Cyc8-AA and Flo^−^ Cyc8-AA RNA-seq datasets described above, analysis using interaction terms was performed [59]. This analysis compares the ratios of fold changes in the flocculating Flo^+^ Cyc8-AA (+Rap vs -Rap) experiment to the ratios in the non-flocculating Flo^−^ Cyc8-AA (+Rap, +Man vs -Rap, +Man) experiment, to yield interaction terms.

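The interaction was computed from the deposited counts as the log2 fold change of +Rap +Man against -Rap +Man minus that of +Rap against -Rap, in the fit of all 12 samples with a mean for each of the 4 groups. It was tested on 6403 genes. A gene was taken to have a difference in its ratios at an adjusted p-value of at most 0.01 from limma with Benjamini-Hochberg adjustment and a difference of at least 1 in size on the log2 scale, the thresholds of the paper's methods. The comparison takes out an effect of the sequencing run or of the counting that multiplies a gene's counts equally in the control and depleted samples of an experiment, but not one that acts on the depleted samples alone or that leaves a gene at 0 counts in both. For *CYC8* itself the difference was -0.75 (standard error 0.20, adjusted p = 0.028 from limma with Benjamini-Hochberg adjustment).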

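From the deposited counts, 241 genes passed the thresholds for a difference in ratios between the Flo+ and Flo- Cyc8-AA experiments. In the authors' deposited table, 138 of the 167 genes with a higher fold change in Flo- and 70 of the 74 genes with a higher fold change in Flo+ pass them as well. The adjusted p-value threshold moved the count most: at 0.05 from limma with Benjamini-Hochberg adjustment, 299 genes were higher in Flo- and 135 in Flo+. Across the 12 fits that each left out one sample, between 107 and 183 genes were higher in Flo- and between 28 and 89 in Flo+. With the replicate number as a block within each experiment, for which the correlation between same-numbered samples was 0.135 in Flo+ and 0.272 in Flo-, the counts were 223 and 94. Of the 241 genes, 28 were tested in only one of the experiments. Across the 5987 genes tested in all 3 comparisons, the log2 fold changes of the experiments had a Pearson correlation of 0.888, which is a correlation across genes that are not independent replicates.

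**Figure D1:**
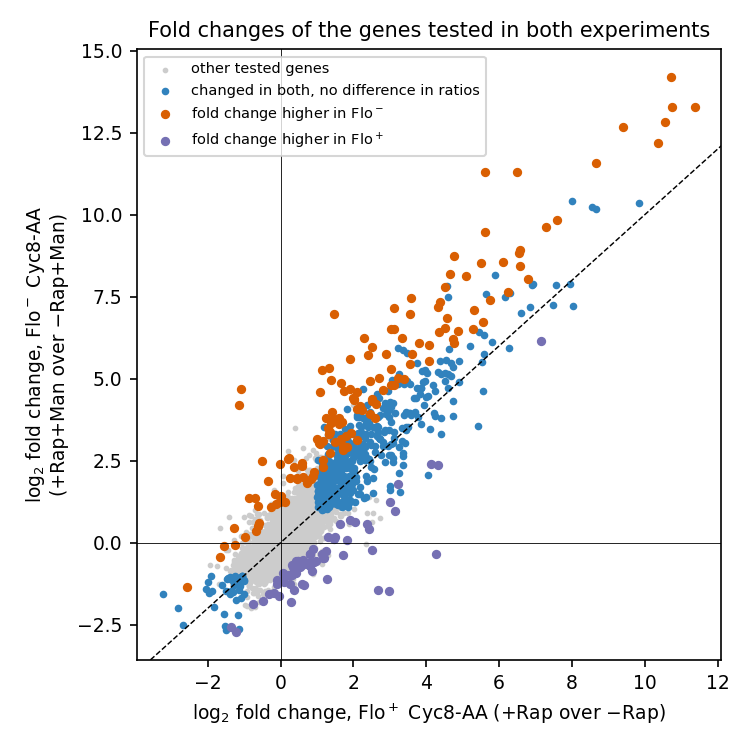
Log2 fold change of each of the 5987 genes in the Flo+ Cyc8-AA experiment (horizontal axis, +Rap against -Rap) and in the Flo- Cyc8-AA experiment (vertical axis, +Rap +Man against -Rap +Man), where each point is a gene. Coloured points are the 142 genes with a higher fold change in Flo-, the 71 with a higher fold change in Flo+ and the 487 that changed in both experiments with no difference in ratios.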

The analysis revealed that 344 genes had a significant difference in their ratios between the two experiments which suggests that these genes were influenced by the flocculation phenotype (Fig. 2b). Of these genes, 249 showed higher fold changes in the Flo^−^ Cyc8-AA experiment compared to the Flo^+^ Cyc8-AA experiment suggesting that flocculation had a negative effect on transcription of these genes [Fig. 2c(i)]. Conversely, 95 of the 344 genes showed lower fold changes in the Flo^−^ Cyc8-AA experiment compared to the Flo^+^ Cyc8-AA experiment suggesting that flocculation had a positive effect on the transcription of these genes [Fig. 2c(ii)]. 

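A total of 167 genes had a higher fold change in Flo-, by a median of 2.14 on the log2 scale and at most by 6.78. The median log2 fold change was 1.96 for those tested in the Flo+ experiment and 4.32 for those tested in the Flo- experiment. Of the 167 genes, 142 were tested in both. The largest differences were those of *HXT16*, *PWR1* and *PAU18*. *HXT16* had at most 2 counts in any Flo+ sample and rose to 323 ± 42.3 (SD, n = 3) normalized counts in the +Rap +Man samples, but it has a near-identical copy. *PWR1* and *PAU18* had 0 counts in all Flo+ samples, and *PWR1* overlaps *ICR1* on the opposite strand while *PAU18* has 10 near-identical copies. *HXT15*, which also has a near-identical copy, had log2 fold changes of 5.60 and 11.29, a difference of 5.58 (standard error 0.48, adjusted p = 1.3e-05 from limma with Benjamini-Hochberg adjustment). From fold changes that were larger without flocculation, the paper proposes a negative effect of flocculation on the transcription of such genes.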

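The 74 genes with a higher fold change in Flo+ in the deposited counts had a median difference of -1.37 on the log2 scale. The median log2 fold change was 0.74 for those tested in Flo+ and -0.64 for those tested in Flo-, and 71 of the 74 were tested in both. The largest difference was that of *YBR072C-A*, which had at most 69 counts in a +Rap sample and at most 1 in a +Rap +Man sample. *YAL064W-B*, which has 3 near-identical copies, and *YML084W*, which is absent from the annotation used here, followed with differences of -4.66 and -4.53. *SLI1* was counted at higher levels, with 933 ± 158 (SD, n = 3) in -Rap, 5946 ± 766 (SD, n = 3) in +Rap, 369 ± 16.8 (SD, n = 3) in -Rap +Man and 133 ± 12.6 (SD, n = 3) in +Rap +Man samples. Its difference was -4.14 (standard error 0.20, adjusted p = 3.4e-07 from limma with Benjamini-Hochberg adjustment) and lay between -4.27 and -4.03 across the fits without one sample.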

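Of the genes with a difference in ratios in the deposited counts, 69.3% had the higher fold change in Flo-. This share was 73.6% with relative log expression (RLE) normalization, 70.3% with the replicate block, 70.2% after all samples were thinned to the smallest total, and 67.0% with voom precision weights, an alternative chosen after seeing the data. The scaling of the samples shifted the median log2 difference over all tested genes by 0.05 between the TMM and RLE methods. For 79 of the 241 genes, or 32.8%, the -Rap +Man and -Rap samples differed more from each other than the +Rap +Man and +Rap samples did. This was the case for 40.7% of the genes with a higher fold change in Flo- and 14.9% of the genes with a higher fold change in Flo+.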

Together, this suggests that when flocculation did influence gene transcription, this phenotype predominantly had a negative effect.

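In the deposited counts, 597 genes passed the thresholds in the same direction in the Flo+ and Flo- experiments, and 487 of them did not pass those for a difference in ratios. The log2 fold changes of these 487 genes had a Pearson correlation of 0.931 across genes between the experiments. Leaving out each of the 12 samples in turn gave between 371 and 498 such upregulated and between 35 and 56 such downregulated genes. The fit with the replicate block gave 441 and 48.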

The results also showed a group of 477 genes that were up- or downregulated in both the Flo^+^ and Flo^−^ Cyc8-AA experiments which had no significant difference in their fold changes between the two experiments (Fig. 2b). This indicates that the flocculation phenotype had no effect on the mRNA levels of this set of Cyc8p-dependent genes.

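A gene that did not pass the thresholds for a difference in ratios was not shown to be equal in the experiments. Of the 487 genes, 97 had an adjusted p-value of at most 0.05 in the test of the difference by limma with Benjamini-Hochberg adjustment, and 109 had a log2 difference of at least 1 in size.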

### Identification of Cyc8p-regulated genes masked by the flocculation phenotype

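A total of 22 genes with a difference in ratios had a log2 fold change under 0.3 in size in Flo+, taken as no change, and one of at least 0.3 in size in Flo-. Their log2 fold changes in Flo+ ran from -0.27 to 0.29, and all had an adjusted p-value above 0.01 there by limma with Benjamini-Hochberg adjustment. Of the 44 genes listed for this cohort in the paper's Table S2 that could be compared, 20 were found again. All 44 had a difference in the listed direction, and 41 had an adjusted p-value of at most 0.05 for it by limma with Benjamini-Hochberg adjustment. When an adjusted p-value above 0.01 stood for no change, 25 genes were upregulated and 24 downregulated in Flo- alone, and 35 and 37 when the replicate block was used as well, an alternative chosen after seeing the data.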

Within the 344 genes influenced by flocculation, a group of 45 genes showed no significant changes in mRNA levels in the flocculant (Flo^+^) Cyc8-AA cells, but were up- or downregulated in the non-flocculant (Flo^−^) Cyc8p-depleted cells (Fig. 3a, row 1). This result suggests that although this set of 45 genes are regulated by the Tup1-Cyc8 complex, the presence of the flocculant phenotype in the *cyc8* mutant negates the *CYC8*-dependent changes in their mRNA levels. Within this set of 45 genes, 32 genes showed upregulation and 13 genes showed downregulation solely in the non-flocculant Cyc8p-depleted cells (Fig. 3b, see Flo^−^ Cyc8-AA data).

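From the counts, 11 genes were upregulated in Flo- alone, with log2 fold changes from 1.09 to 2.57, and 11 were downregulated in Flo- alone, with log2 fold changes from -1.82 to -0.93. Without one sample in turn, the cohorts held between 5 and 14 and between 7 and 22 genes, and with the replicate block 17 and 14. From changes that were present only without flocculation, the paper proposes that flocculation negates *CYC8*-dependent changes at these genes.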

**Fig. 3.**
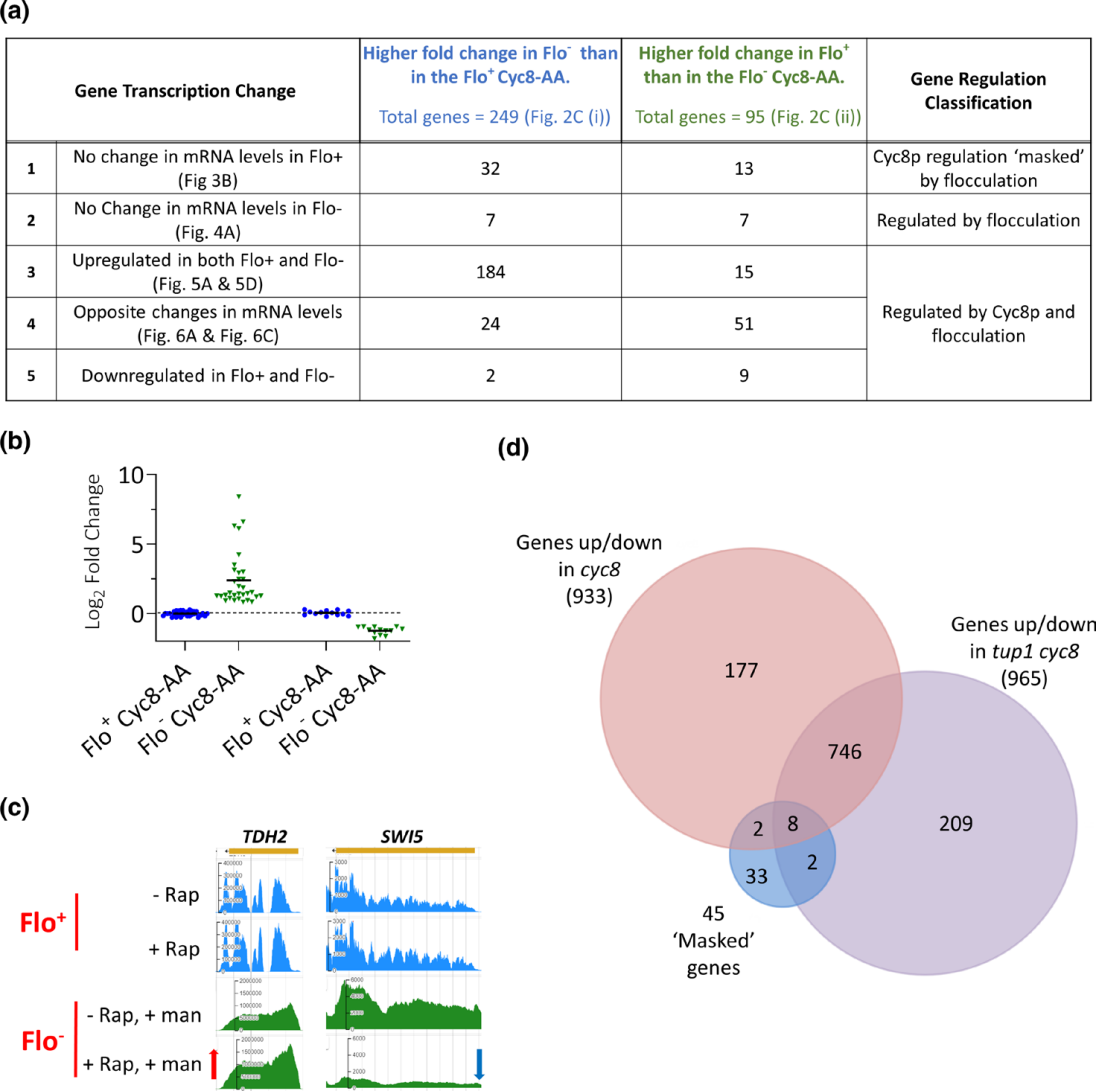
Cyc8p-regulated genes that are ‘masked’ by the flocculation phenotype. (**a**) Table summarizing the different ways that flocculation influences gene transcription. Row 1: mRNA levels of 45 genes that were unchanged in Flo^+^ Cyc8-AA cells, but showed changes (32 genes upregulated, 13 genes downregulated) in Flo^−^ Cyc8-AA cells. These genes were classified as being subject to Cyc8p regulation although the changes in transcription were masked by the flocculation phenotype. Row 2 : 14 genes showed changes in mRNA levels only in the presence of the flocculation phenotype; these genes were designated as being ‘regulated by flocculation’ only. Rows 3–5: genes regulated by both Cyc8p and flocculation. Row 3: 184 genes showed higher upregulation when flocculation was absent (Flo^−^ Cyc8-AA), and 15 genes showed higher upregulation when flocculation was present (Flo^+^ Cyc8-AA). Row 4: 75 genes showed opposite changes in mRNA levels depending on whether flocculation was present or absent. The figures depicting the different gene cohorts are shown in parentheses. (**b**) Log_2_ fold-changes of 45 genes that showed no significant change in mRNA levels in Flo^+^ Cyc8-AA cells but showed upregulation (32 genes) and downregulation (13 genes) in Flo^−^ Cyc8-AA cells. (**c**) JBrowse images of *TDH2* and *SWI5* mRNA levels measured by RNA-seq analysis. Red arrow represents upregulation, while blue arrow represents downregulation. (**d**) Venn diagram showing the overlap of the 45 genes which are regulated by Cyc8p, but whose changes in mRNA levels are masked by the flocculation phenotype, with genes significantly up- or downregulated in *cyc8* and *tup1 cyc8* gene deletion mutants.

Examples of genes that are subject to negative and positive regulation by Cyc8p but whose transcription changes were masked by flocculation were *TDH2*, which encodes glyceraldehyde-3-phosphate dehydrogenase, and *SWI5*, which encodes a transcription factor, respectively (Fig. 3c, compare 'Flo^−^, +Rap, +man' to 'Flo^−^, -Rap, +man'; Fig. S5a) [62,63]. 

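*TDH2* was counted at 110128 ± 29773 (SD, n = 3) in -Rap, 108635 ± 8844 (SD, n = 3) in +Rap, 160602 ± 43577 (SD, n = 3) in -Rap +Man and 400071 ± 50089 (SD, n = 3) in +Rap +Man samples, as normalized counts. Its log2 fold change was 0.014 in Flo+ (standard error 0.19, adjusted p = 0.96 from limma with Benjamini-Hochberg adjustment) and lay between -0.16 and 0.22 without each sample in turn. In Flo- it was 1.38 (standard error 0.26, adjusted p = 0.0019 from limma with Benjamini-Hochberg adjustment). The difference in ratios was 1.34 (standard error 0.33, adjusted p = 0.018 from limma with Benjamini-Hochberg adjustment), which did not pass the threshold of 0.01 on the adjusted p-value. *TDH2* has 2 near-identical copies, and the reads could have been split between them. *SWI5* was counted at 1538 ± 242 (SD, n = 3), 1492 ± 165 (SD, n = 3), 1750.0 ± 435 (SD, n = 3) and 549 ± 93.8 (SD, n = 3) in the same order of samples. Its log2 fold change was -0.035 in Flo+ and -1.62 in Flo-. The difference of -1.62 (standard error 0.27, adjusted p = 0.0026 from limma with Benjamini-Hochberg adjustment) lay between -1.80 and -1.43 without each sample in turn, and it did not pass the thresholds in 1 of these 12 fits.

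**Figure D2:**
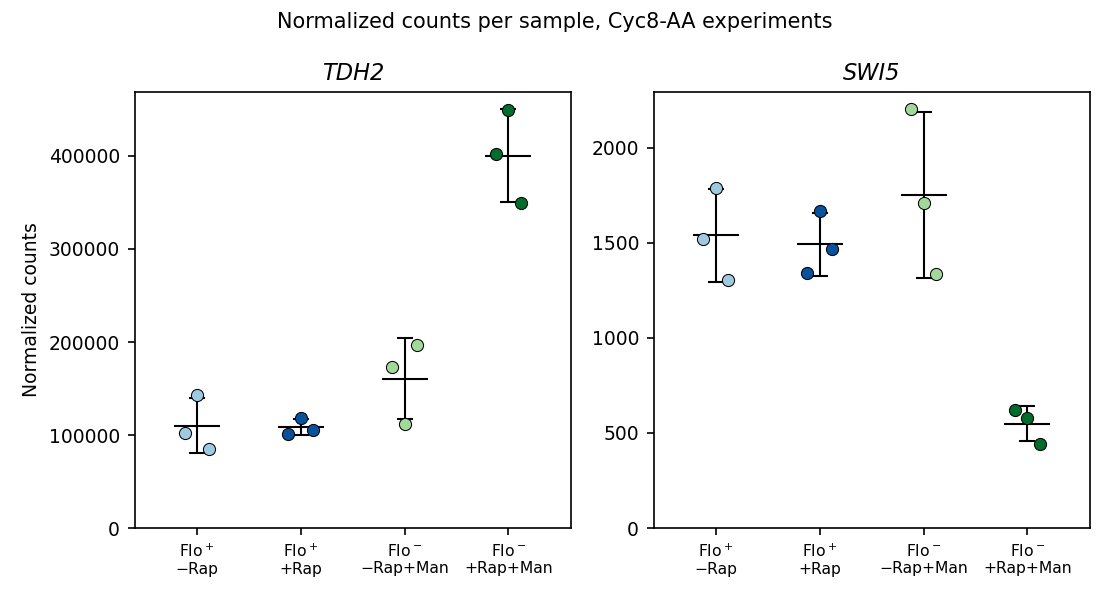
Normalized counts of *TDH2* and *SWI5* (vertical axes) in the 3 replicates of each of the 4 groups of samples (horizontal axes), where points are samples and bars show the mean with the SD. *SWI5* is lower in the 3 +Rap +Man samples than in the 3 -Rap +Man samples.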

The difference in coverage between the mapped reads shown in the JBrowse images for the Flo^+^ (blue traces) and Flo^−^ AA experiments (green traces) is due to the different type of reads (paired-end vs single-end, respectively) that were used to generate the two RNA-seq data sets (see Methods).

These data suggest that these genes would have been missed from previously published gene transcription profiles from *cyc8* deletion mutants as they would have been masked due to the impact of the flocculation in these strains. To test this, we compared these ‘masked’ genes with a recently published transcriptome from a flocculant *cyc8* deletion mutant and confirmed that 35 of the 45 ‘masked’ genes were not detected as being differentially expressed in the *cyc8* mutant (Fig. 3d, compare 45 ‘masked’ genes with genes up- and downregulated in *cyc8*) [4].

### A Cyc8-AA strain might be more similar to a *tup1 cyc8* double deletion mutant than a *cyc8* single mutant

Consistent with previously published data, our gene-specific validation of the Cyc8-AA at the *FLO1* gene showed that after rapamycin addition, Tup1p was also lost from the *FLO1* promoter (Fig. S4b, c) [35]. This suggests that removal of Cyc8p via anchor-away also causes the removal of Tup1p from the *FLO1* gene. If Tup1p loss is occurring at all Tup1-Cyc8-regulated genes following Cyc8p depletion, it would suggest that a Cyc8-AA strain would be more similar to a *tup1 cyc8* double deletion mutant than a *cyc8* single deletion mutant. We therefore compared the 45 newly identified Cyc8p-dependent genes masked by flocculation with the recently published transcriptome of a *tup1 cyc8* double deletion mutant to determine if the 45 masked genes were also absent from the *tup1 cyc8* transcriptome (Fig. 3d, compare 45 ‘masked genes’ with genes up- and downregulated in *tup1 cyc8*) [4]. The data again showed that 35 out of the 45 masked genes were not detected as being differentially expressed in the *tup1 cyc8* double deletion mutant. Together, this suggests that our analysis has identified 33 new genes subject to Tup1-Cyc8-dependent regulation that were missed from at least one previous Tup1-Cyc8-dependent gene transcription profile having been masked by the flocculation phenotype of the *cyc8* and *tup1* mutant strains analysed.

### Identification of genes solely regulated by flocculation in Cyc8p-depleted cells

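A total of 10 genes with a difference in ratios had a log2 fold change of at least 0.3 in size in Flo+ and one under 0.3 in size in Flo-. Of the 14 genes listed for this cohort in the paper's Table S2, 9 were among them, all 14 had a difference in the listed direction, and 13 had an adjusted p-value of at most 0.05 for it by limma with Benjamini-Hochberg adjustment.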

Our data revealed a group of 14 genes that were up- or downregulated only in the flocculant Flo^+^ Cyc8-AA strain but showed no significant changes in mRNA levels in the non-flocculant Flo^−^ Cyc8-AA cells (Fig. 3a, row 2, and Fig. 4a). This suggests that the changes in mRNA levels of these genes were due solely to the presence of the flocculation phenotype, rather than the loss of Cyc8p from the nucleus. Interestingly, seven of the 14 genes were upregulated and seven were downregulated in the Flo^+^ Cyc8-AA strain (Fig. 4a). 

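From the counts, 7 genes were upregulated in Flo+ alone, and by their symbols these were *YDL129W*, *YIL028W*, *SUL2*, *SNR11*, *YNCP0002W*, *YNL058C* and *PBI1*. The 3 genes downregulated in Flo+ alone were *ILT1*, *TNA1* and *BAR1*. Apart from *SUL2* and *BAR1*, these genes are named because they make up the cohort, after their values were seen. *YNCP0002W* overlaps a gene on the opposite strand. Without one sample in turn, between 2 and 8 genes were upregulated and between 1 and 7 downregulated in Flo+ alone, and an adjusted p-value threshold of 0.05 in limma with Benjamini-Hochberg adjustment gave 11 and 6. The definition of no change moved the upregulated cohort most, to 26 genes when an adjusted p-value above 0.01 by the same test stood for no change, with 6 downregulated.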

Examples of these flocculation-dependent up- and downregulated genes were *SUL2*, which encodes a sulphate permease, and *BAR1,* which encodes a protease involved in mating, respectively (Fig. 4b, compare 'Flo^+^, +Rap' to 'Flo^+^, -Rap'; Fig. S5b) [64,65]. These data suggest that this set of 14 genes will probably have been misinterpreted as being regulated by the Tup1-Cyc8 complex in previously published transcriptomes generated from flocculating *tup1* and *cyc8* mutants. Indeed, when the 14 flocculation-dependent genes were compared to the transcriptome of a *cyc8* single and *tup1 cyc8* double deletion mutant, seven genes were found to be included as being differential expressed within these transcriptomes (Fig. 4c) [4]. Thus, these seven genes can be excluded as being regulated by the Tup1-Cyc8 complex since their altered transcription in the absence of Cyc8p is due to flocculation and not the loss of Cyc8p.

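*SUL2* had normalized counts of 362 ± 63.7 (SD, n = 3) in -Rap, 668 ± 24.3 (SD, n = 3) in +Rap, 248 ± 19.7 (SD, n = 3) in -Rap +Man and 216 ± 33.4 (SD, n = 3) in +Rap +Man samples. It rose by 0.90 on the log2 scale in Flo+ (standard error 0.14, adjusted p = 0.0021 from limma with Benjamini-Hochberg adjustment), and its log2 fold change in Flo- was -0.18 (standard error 0.18). Its difference in ratios was -1.10 (adjusted p = 0.0068 from limma with Benjamini-Hochberg adjustment), and it did not pass the thresholds in 9 of the 12 fits without one sample. The authors' deposited adjusted p-value from DESeq2 for this difference was 0.039, above the threshold of 0.01. *BAR1* went from 5099 ± 669 (SD, n = 3) to 1721 ± 176 (SD, n = 3) in Flo+ and from 6209 ± 963 (SD, n = 3) to 5652 ± 1128 (SD, n = 3) in Flo-. Its log2 fold change was -1.56 in Flo+ (standard error 0.14, adjusted p = 7.6e-05 from limma with Benjamini-Hochberg adjustment). In Flo- it was -0.12 (standard error 0.18) and lay between -0.25 and 0.025 without each sample in turn. The difference for *BAR1* was 1.42 (standard error 0.24, adjusted p = 0.0026 from limma with Benjamini-Hochberg adjustment), and it did not pass the thresholds in 1 of those fits. From changes in the flocculating cultures alone, the paper proposes that such genes respond to flocculation rather than to the loss of Cyc8p.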

**Fig. 4.**
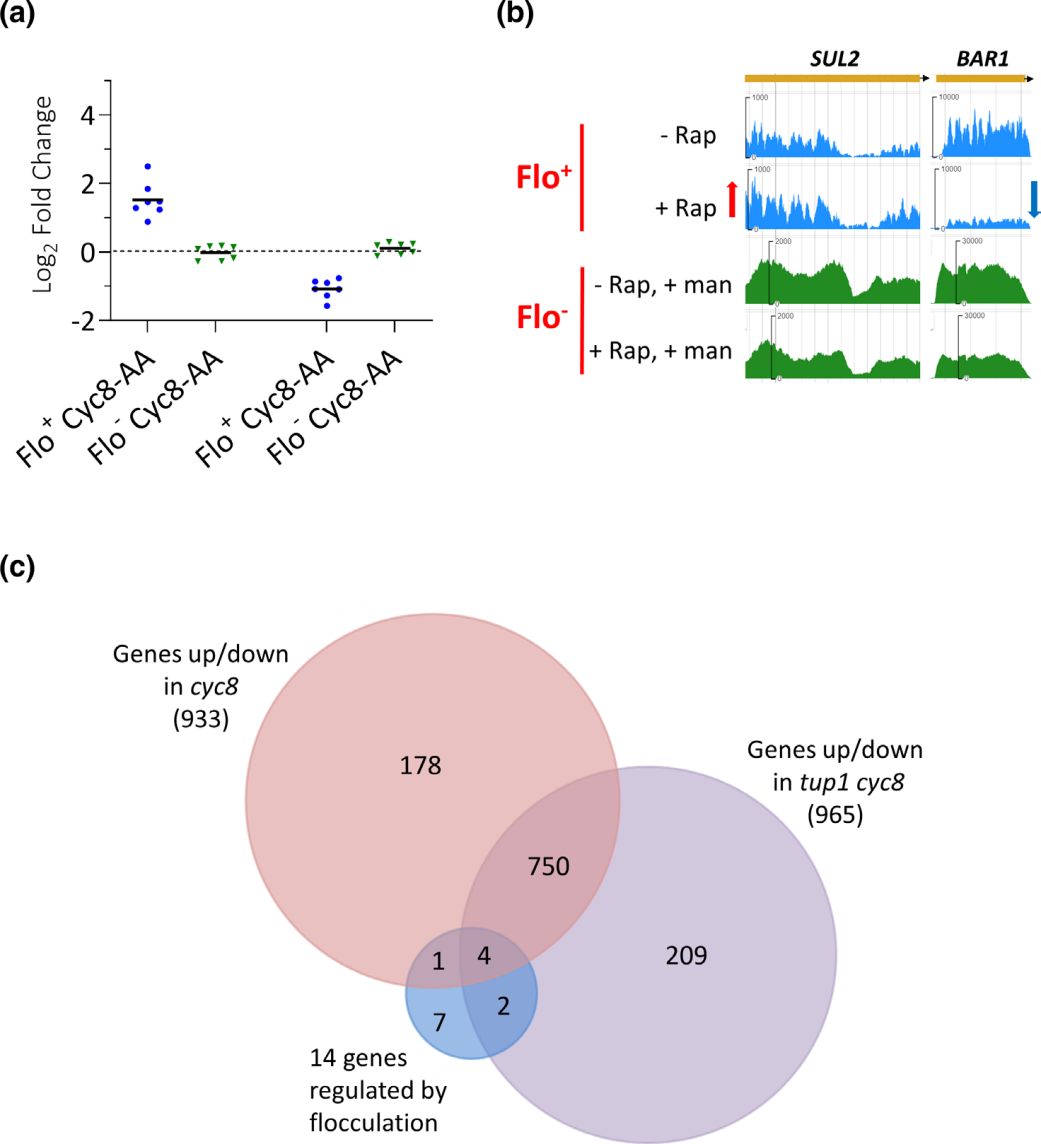
Genes specifically regulated by flocculation. (**a**) Log_2_ fold changes of the 14 genes that showed no significant change in mRNA levels in the Flo^−^ Cyc8-AA experiment but showed upregulation (seven genes) or downregulation (seven genes) in the Flo^+^ Cyc8-AA experiment. (**b**) JBrowse images of *SUL2* and *BAR1* mRNA levels measured by RNA-seq analysis. Red arrow represent upregulation, while blue arrow represents downregulation. (**c**) Venn diagram showing the overlap of the 14 genes regulated by the flocculation phenotype with genes significantly up- or downregulated in *cyc8* and *tup1 cyc8* gene deletion mutants.

### Genes regulated by Cyc8p and further influenced by flocculation

We next examined genes that were upregulated in both the Flo^+^ Cyc8-AA and Flo^−^ Cyc8-AA experiments which had significant differences in their fold changes compared to each other. 

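By the counts, 115 genes were higher by at least 0.3 on the log2 scale after rapamycin in Flo+ and Flo- and had a higher fold change in Flo-. Their median log2 fold change was 2.50 in Flo+ and 5.00 in Flo-, and the differences ran from 1.01 to 5.58. In the paper's Table S2, 108 of these genes are listed for this cohort. The cohort held 162 genes with the replicate block and between 72 and 131 genes without each sample in turn.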

A group of 184 genes showed significantly higher fold changes in the Flo^−^ cells compared to the Flo^+^ Cyc8-AA cells (Fig. 3a, row 3, and Fig. 5a). This result shows that this set of 184 genes were upregulated due to the removal of Cyc8p from the nucleus and were further upregulated in the absence of the flocculant phenotype. Thus, flocculation had a repressive effect on the transcription of this set of genes in the flocculant Flo^+^ Cyc8-AA strain. Although genes that showed modest upregulation (log_2_ fold change ≥0.3) in the Flo^+^ cells were included in this cohort, most of these genes (~74 %) were more than twofold upregulated in both Flo^+^ and Flo^-^ Cyc8-AA conditions compared to the relevant controls. Thus, flocculation limits de-repression of these genes in the absence of Cyc8p. 

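From the counts, 104 of the 115 genes, or 90.4%, were at least 2-fold higher in both experiments. The lowest log2 fold change in Flo+ was 0.37, and 108 of the genes had an adjusted p-value of at most 0.01 in both experiments by limma with Benjamini-Hochberg adjustment.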

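*FLO9* had normalized counts of 245 ± 20.8 (SD, n = 3) in -Rap, 9792 ± 1977 (SD, n = 3) in +Rap, 292 ± 45.0 (SD, n = 3) in -Rap +Man and 26315 ± 3589 (SD, n = 3) in +Rap +Man samples. Its log2 fold change was 5.29 in Flo+ and 6.52 in Flo-. Between the experiments, the ratios differed by 1.19 (standard error 0.23, adjusted p = 0.0063 from limma with Benjamini-Hochberg adjustment), which lay between 1.04 and 1.34 without each sample in turn, and it did not pass the thresholds in 9 of these 12 fits. *FLO9* has a near-identical copy whose reads could have been counted on it. For *FLO5* the difference had the opposite sign, -1.05 (standard error 0.22, adjusted p = 0.0088 from limma with Benjamini-Hochberg adjustment), and it did not pass the thresholds in 11 of the fits without one sample. *FLO1*, *FLO10* and *FLO11* did not pass them, with differences of 0.28, 0.78 and 0.49.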

Interestingly, an example of one of these genes was *FLO9* suggesting a possible feedback mechanism of flocculation to reduce *FLO* gene expression and limit flocculation (Fig. 5b, c).

**Fig. 5.**
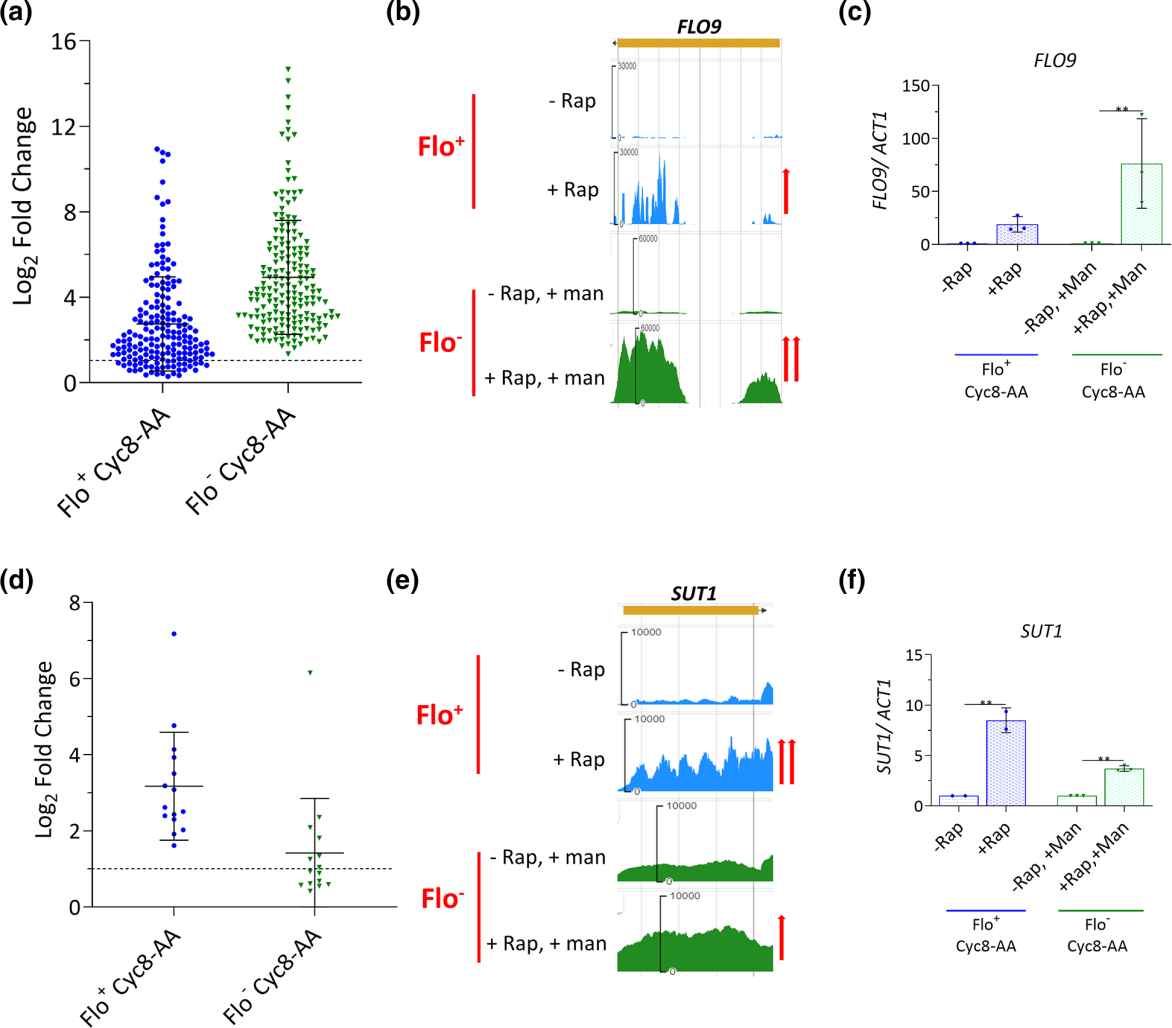
Genes regulated by Cyc8p and further influenced by flocculation. (**a**) Log_2_ fold changes of the 184 genes that showed upregulation in both the Flo^+^ Cyc8-AA and Flo^−^ Cyc8-AA experiments but showed higher upregulation in the non-flocculant (Flo^−^ Cyc8-AA) cells. (**b**) JBrowse images of *FLO9* mRNA levels measured by RNA-seq in Flo^+^ and Flo^-^ Cyc8-AA experiments; red arrows indicate the different extents of upregulation. (**c**) *FLO9* transcript levels measured using RT-qPCR in the Flo^+^ and Flo^−^ Cyc8-AA experiments. (**d**) Log_2_ fold changes of the 15 genes that showed upregulation in the Flo^+^ and Flo^−^ Cyc8-AA experiments but showed significantly lower upregulation in the non-flocculant (Flo^−^ Cyc8-AA) cells. (**e**) JBrowse images of mRNA levels of *SUT1* measured by RNA-seq; red arrows represent the different extents of upregulation. (**f**) *SUT1* transcript levels measured using RT-qPCR in Flo^+^ and Flo^−^ Cyc8-AA experiments. In (c) and (f), RT-qPCR values were normalized to *ACT1* mRNA. The mRNA values of each target gene after rapamycin addition (+Rap) were further normalized to the mRNA levels in the absence of rapamycin (-Rap), which were set at a value of 1. Error bars reflect standard deviation from three biological replicates (**P<0.005 determined by a one-way ANOVA).

Conversely, the results revealed 15 genes which showed upregulation in both the Flo^+^ and Flo^−^ Cyc8-AA experiments that had significantly higher fold changes when flocculation was present (Flo^+^ Cyc8-AA) (Fig. 3a, row 3, and Fig. 5d). This indicates that this set of 15 genes were upregulated due to the removal of Cyc8p from the nucleus and were further upregulated in the presence of flocculation. This suggests that flocculation had a positive role in the regulation of this set of genes. 

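From the counts, this cohort held 11 genes, of which 10 are in the paper's list in Table S2. Their median log2 fold change was 3.00 in Flo+ and 0.95 in Flo-. All had an adjusted p-value of at most 0.01 in Flo+ by limma with Benjamini-Hochberg adjustment, and 6 of them also in Flo-. Without one sample in turn the cohort held between 2 and 13 genes. The replicate block gave 15.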

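*SUT1* rose from 342 ± 98.9 (SD, n = 3) to 3101 ± 227 (SD, n = 3) normalized counts in Flo+ and from 487 ± 24.5 (SD, n = 3) to 1675 ± 192 (SD, n = 3) in Flo-. Its log2 fold changes were 3.21 (standard error 0.20) and 1.80 (standard error 0.14). The difference of -1.44 (standard error 0.25, adjusted p = 0.0032 from limma with Benjamini-Hochberg adjustment) lay between -1.65 and -1.24 across the 12 fits without one sample, and did not pass the thresholds in 4 of them.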

An example of one of these genes was *SUT1* (Fig. 5e, f) which encodes a transcription factor which positively regulates genes involved in sterol uptake under anaerobic conditions [66]. Thus, flocculation is acting to reinforce transcription of these genes in the absence of Cyc8p.

### Cyc8p-dependent genes subject to antagonistic regulation by flocculation

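By the counts, 11 of the genes with a higher fold change in Flo- were lower by at least 0.3 on the log2 scale in Flo+ and higher by at least 0.3 in Flo-. The replicate block gave 16 such genes, and the fits without one sample gave between 7 and 16.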

Further analysis of the group of 249 genes showing a greater fold change in transcription in the Flo^−^ Cyc8-AA experiment compared to that in the Flo^+^ Cyc8-AA experiment [see Fig. 2c(i)] revealed 24 genes that showed opposite changes in mRNA levels in response to the presence or absence of flocculation (Fig. 3a, row 4, and Fig. 6a). Surprisingly, these genes were upregulated in the non-flocculant Flo^−^ Cyc8-AA cells and downregulated in the flocculant Flo^+^ Cyc8-AA strain. Thus, these Cyc8p-dependent genes were negatively regulated by the presence of flocculation but were positively influenced when flocculation was absent. 

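From the counts, the median log2 fold change of the 11 genes was -0.67 in Flo+ and 1.35 in Flo-. Within an experiment, 4 of them passed an adjusted p-value of 0.01 in Flo+ and 9 in Flo- by limma with Benjamini-Hochberg adjustment, and 2 passed it in both. These tests did not use the replicate block, with which more genes passed it in both.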

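*PHO5* fell from 7774 ± 1006 (SD, n = 3) to 4325 ± 970.4 (SD, n = 3) normalized counts in Flo+, a log2 fold change of -0.86 (standard error 0.18, adjusted p = 0.0059 from limma with Benjamini-Hochberg adjustment). In Flo- it rose from 2404 ± 673 (SD, n = 3) to 5943 ± 359.7 (SD, n = 3), a log2 fold change of 1.37 (standard error 0.20, adjusted p = 4.7e-04 from limma with Benjamini-Hochberg adjustment). For *PHO5* the difference in ratios was 2.20 (standard error 0.27, adjusted p = 3.2e-04 from limma with Benjamini-Hochberg adjustment) and lay between 2.05 and 2.42 without each sample in turn. The control samples of the experiments differed by -1.72 on the log2 scale (-Rap +Man against -Rap), and the depleted samples differed by 0.48 (+Rap +Man against +Rap), so that most of the difference lay in the controls.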

An example of a gene showing this behaviour was *PHO5* which encodes a secreted acid phosphatase that is induced under low-phosphate conditions and repressed when phosphate levels are high (Figs 6b and S5c) [67].

**Fig. 6.**
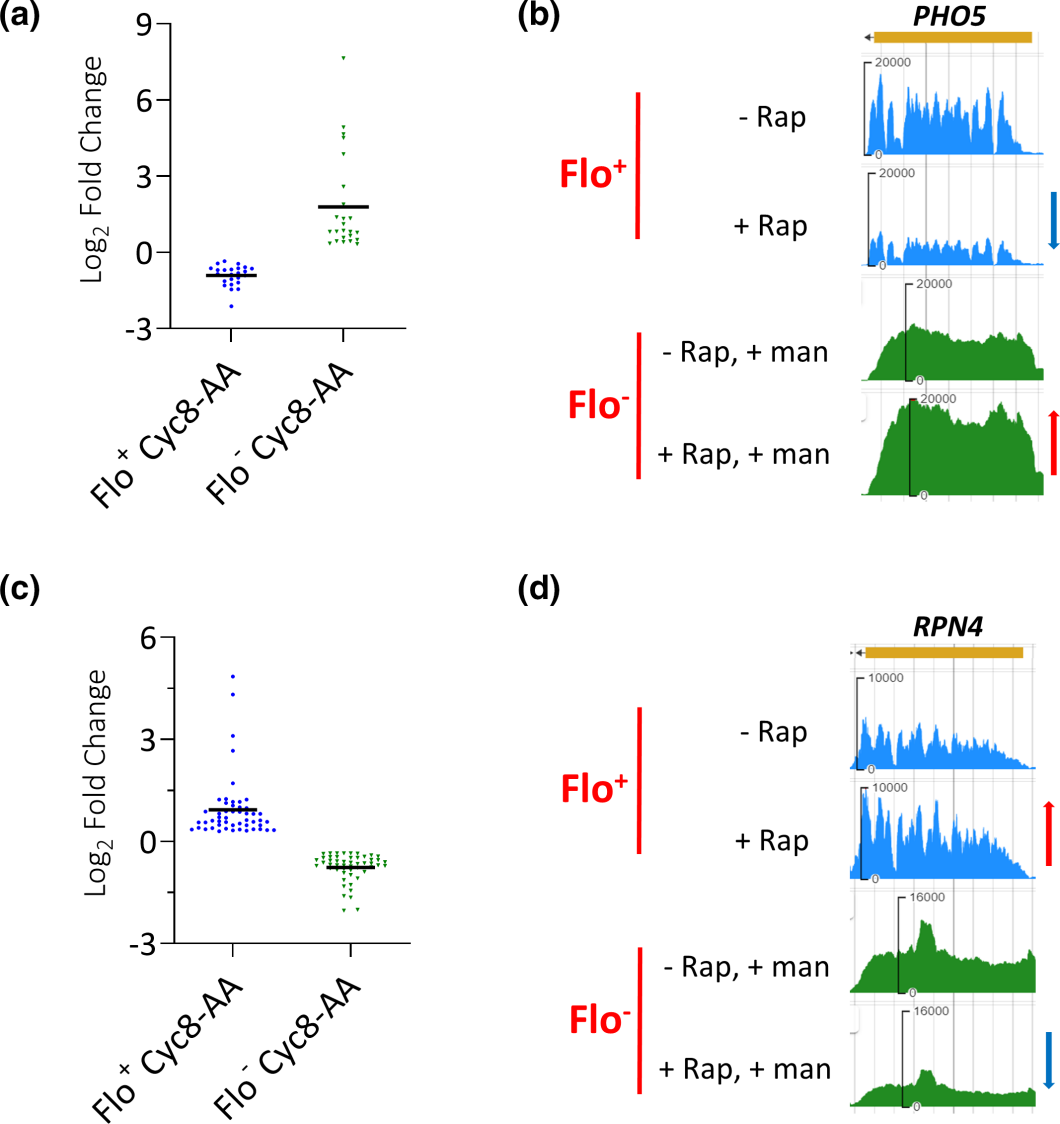
Genes showing opposite changes in mRNA levels in the presence or absence of the flocculation phenotype. (**a**) Log_2_ fold changes of the 24 genes that showed downregulation in the Flo^+^ Cyc8-AA experiment but upregulation in the Flo^−^ Cyc8-AA experiment. (**b**) JBrowse images of mRNA levels of *PHO5* measured by RNA-seq in the Flo^+^ and Flo^-^ Cyc8-AA experiments. (**c**) Log_2_ fold changes of the 51 genes that showed upregulation in Flo^+^ Cyc8-AA but downregulation in Flo^−^ Cyc8-AA. (**d**) JBrowse images of mRNA levels of *RPN4* measured by RNA-seq in Flo^+^ and Flo^−^ Cyc8-AA experiments. In all JBrowse images, the red arrow indicates upregulation, and the blue arrow represents downregulation.

Similarly, within the group of 95 genes that had a greater fold change in transcription in the Flo^+^ Cyc8-AA experiment compared to that in the Flo^−^ Cyc8-AA experiment [see Fig. 2c(ii)], a cohort of 51 genes showed upregulation in flocculating (Flo^+^) cells and downregulation in non-flocculating (Flo^−^) cells (Fig. 3a, row 4, and Fig. 6c). Thus, these Cyc8p-regulated genes are positively influenced in the presence of flocculation and negatively influenced when there is no flocculation. 

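By the counts, 37 genes were higher by at least 0.3 on the log2 scale in Flo+ and lower by at least 0.3 in Flo-. Their median log2 fold changes were 0.62 and -0.64. An adjusted p-value of at most 0.01 from limma with Benjamini-Hochberg adjustment was reached by 20 of them in Flo+, by 17 in Flo- and by 6 in both. These tests did not use the replicate block, with which more genes reached it in both. The cohort held 46 genes with the replicate block and between 14 and 42 without each sample in turn.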

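*RPN4* rose from 3049 ± 1148 (SD, n = 3) to 6738 ± 1036 (SD, n = 3) normalized counts in Flo+, a log2 fold change of 1.20 (standard error 0.26, adjusted p = 0.0070 from limma with Benjamini-Hochberg adjustment), which did not pass the thresholds in 5 of the 6 fits without one sample. In Flo- it went from 2524 ± 226 (SD, n = 3) to 1805 ± 284 (SD, n = 3), a log2 fold change of -0.46 (standard error 0.15, adjusted p = 0.031 from limma with Benjamini-Hochberg adjustment). With the replicate number as a block, the adjusted p-values from the same test were 1.9e-04 and 0.0055. The difference was -1.69 (standard error 0.32, adjusted p = 0.0052 from limma with Benjamini-Hochberg adjustment), and it did not pass the thresholds in 8 of the 12 fits without one sample.

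**Figure D3:**
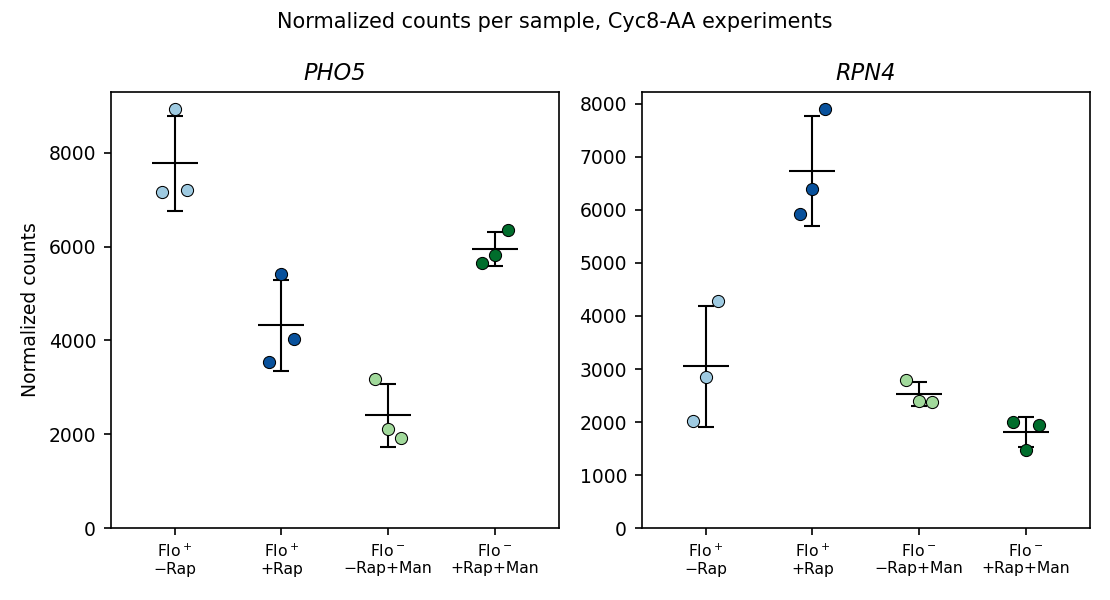
Normalized counts of *PHO5* and *RPN4* (vertical axes) in the 3 replicates of each of the 4 groups of samples (horizontal axes), where points are samples and bars show the mean with the SD. *PHO5* is lower in the -Rap +Man samples than in the -Rap samples, and *RPN4* is lower in the +Rap +Man samples than in the +Rap samples.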

An example of a gene showing this behaviour was *RPN4* which encodes a stress responsive transcription factor that promotes expression of proteasome genes (Fig. 6d) [68].

Together, these results reveal that some Cyc8p-dependent genes can be antagonistically regulated depending upon the presence or absence of flocculation.

### Cyc8p-regulated genes unaffected by flocculation

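In the deposited counts, 446 genes were upregulated in the Flo+ and Flo- experiments and did not pass the thresholds for a difference in ratios. Their log2 fold changes had a median of 1.90 in Flo+, with a highest value of 9.85, and a median of 2.50 in Flo-, with a highest value of 10.41. The fold change was the higher one in Flo- for 338 of the 446 genes, or 75.8%, against 49.4% of all tested genes.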

Comparison of the transcriptomes of the flocculating Cyc8-AA strain and the non-flocculating Cyc8-AA strain revealed a group of 427 genes that were commonly upregulated in both the Flo^+^ and the Flo^−^ datasets (Fig. 7) (Figs2b  7a). This indicates that the presence or absence of flocculation did not affect the transcription of these Cyc8p-dependent genes. Instead, these genes were upregulated solely due to the conditional removal of Cyc8p from the nucleus and represent those genes at which Cyc8p is acting as a repressor of transcription. 

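*SUC2* rose from 5209.6 ± 971 (SD, n = 3) to 502487 ± 69906 (SD, n = 3) normalized counts in Flo+, a log2 fold change of 6.60 (standard error 0.17, adjusted p = 5.9e-08 from limma with Benjamini-Hochberg adjustment). In Flo- it rose from 3113 ± 275 (SD, n = 3) to 393633 ± 45175 (SD, n = 3), a log2 fold change of 7.01 (standard error 0.15, adjusted p = 1.2e-09 from limma with Benjamini-Hochberg adjustment). Its difference of 0.38 (standard error 0.23, adjusted p = 0.30 from limma with Benjamini-Hochberg adjustment) lay between 0.26 and 0.54 without each sample in turn.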

An example of one of these genes was *SUC2* which encodes the glucose-repressed invertase enzyme (Fig. 7b, c) [69].

**Fig. 7.**
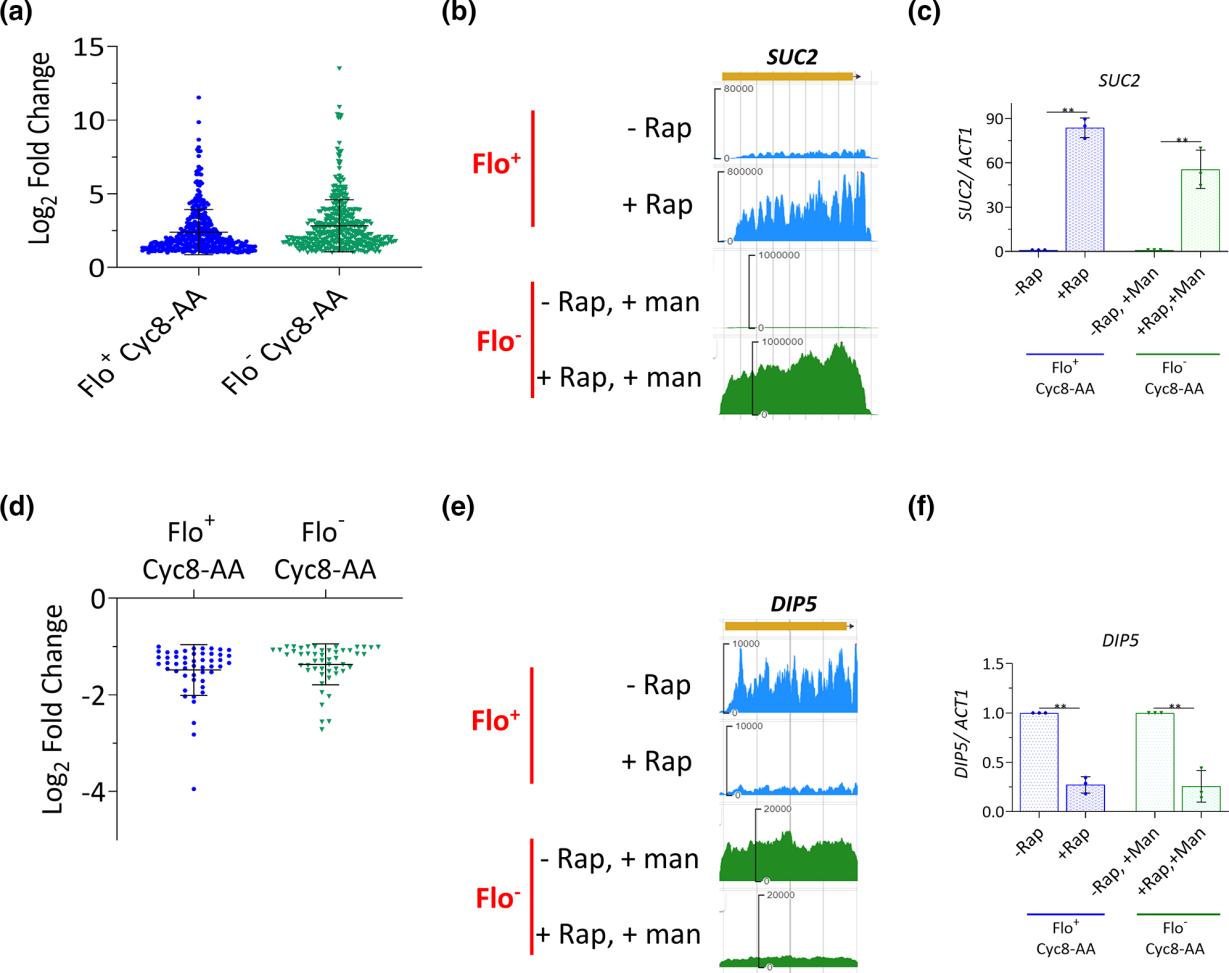
Cyc8p-regulated genes unaffected by flocculation. (**a**) Log_2_ fold change values of 427 genes at least twofold upregulated in both Flo^+^ and Flo^−^ Cyc8-AA experiments, with no significant difference in their ratios between the two experiments. (**b**) JBrowse images of mRNA levels of *SUC2* measured by RNA-seq in the Flo^+^ and Flo^−^ Cyc8-AA experiments. (**c**) *SUC2* transcript levels measured using RT-qPCR in the Flo^+^ and Flo^−^ Cyc8-AA experiments. (**d**) Log_2_ fold change values of 50 genes at least twofold downregulated in both the Flo^+^ and Flo^−^ Cyc8-AA experiments, with no significant difference in their ratios between the two experiments. (**e**) JBrowse images of mRNA levels of *DIP5* measured by RNA-seq in the Flo^+^ and Flo^−^ Cyc8-AA experiments. (**f**) *DIP5* transcript levels measured using RT-qPCR in Flo^+^ and Flo^−^ Cyc8-AA experiments. In (c) and (f), RT-qPCR values were normalized to *ACT1* mRNA and error bars reflect standard deviation from three biological replicates (**P<0.005 determined by a one-way ANOVA).

The data also revealed a group of 50 genes that were at least twofold downregulated in both Flo^+^ Cyc8-AA and Flo^−^ Cyc8-AA conditions with no significant differences in the fold changes between the two datasets (Figs2b  7d). This indicates that this group of genes were downregulated solely due to the removal of Cyc8p from the nucleus and represents those genes at which Cyc8p is functioning as an activator of transcription. 

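From the counts, 41 genes were downregulated in both experiments without passing the thresholds for a difference in ratios. Their median log2 fold change was -1.34 in Flo+ and -1.33 in Flo-, and the median difference was 0.015. The fold change was higher in Flo- for 22 of the 41 genes. From the decrease after the removal of Cyc8p with or without flocculation, the paper concludes that Cyc8p acts as an activator of transcription at such genes.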

An example of one of these genes was *DIP5* which encodes a permease involved in amino acid uptake (Fig. 7e, f) [70].

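*DIP5* fell from 6064 ± 2126 (SD, n = 3) to 1473 ± 24.2 (SD, n = 3) normalized counts in Flo+ and from 4536 ± 1012 (SD, n = 3) to 1563 ± 417 (SD, n = 3) in Flo-. The log2 fold changes were -1.98 (standard error 0.23, adjusted p = 3.5e-04 from limma with Benjamini-Hochberg adjustment) and -1.52 (standard error 0.24, adjusted p = 7.8e-04 from the same test). The difference was 0.43 (standard error 0.36, adjusted p = 0.46 from limma with Benjamini-Hochberg adjustment), between 0.17 and 0.68 without each sample in turn.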

### GO analysis of Cyc8p-dependent genes, Cyc8p-dependent genes further influenced by flocculation, and flocculation-dependent genes

We have uncovered (i) 477 genes subject solely to Cyc8p-dependent regulation, (ii) 330 Cyc8p-regulated genes that are further influenced by flocculation and (iii) 14 genes subject solely to regulation by flocculation (Fig. 8a). 

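Taking away the 10 genes changed in Flo+ alone left 231 genes with a difference in ratios in the deposited counts. Of these, 203 had a log2 fold change of at least 0.3 in size in Flo-, alone or with a change in Flo+, and 28 could not be sorted because they were tested in only one of the experiments. In place of the 231 genes there were between 135 and 244 without each sample in turn and 305 with the replicate block.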

GO analysis of the genes within the three differently regulated cohorts revealed significant differences (Fig. 8b).

**Fig. 8.**
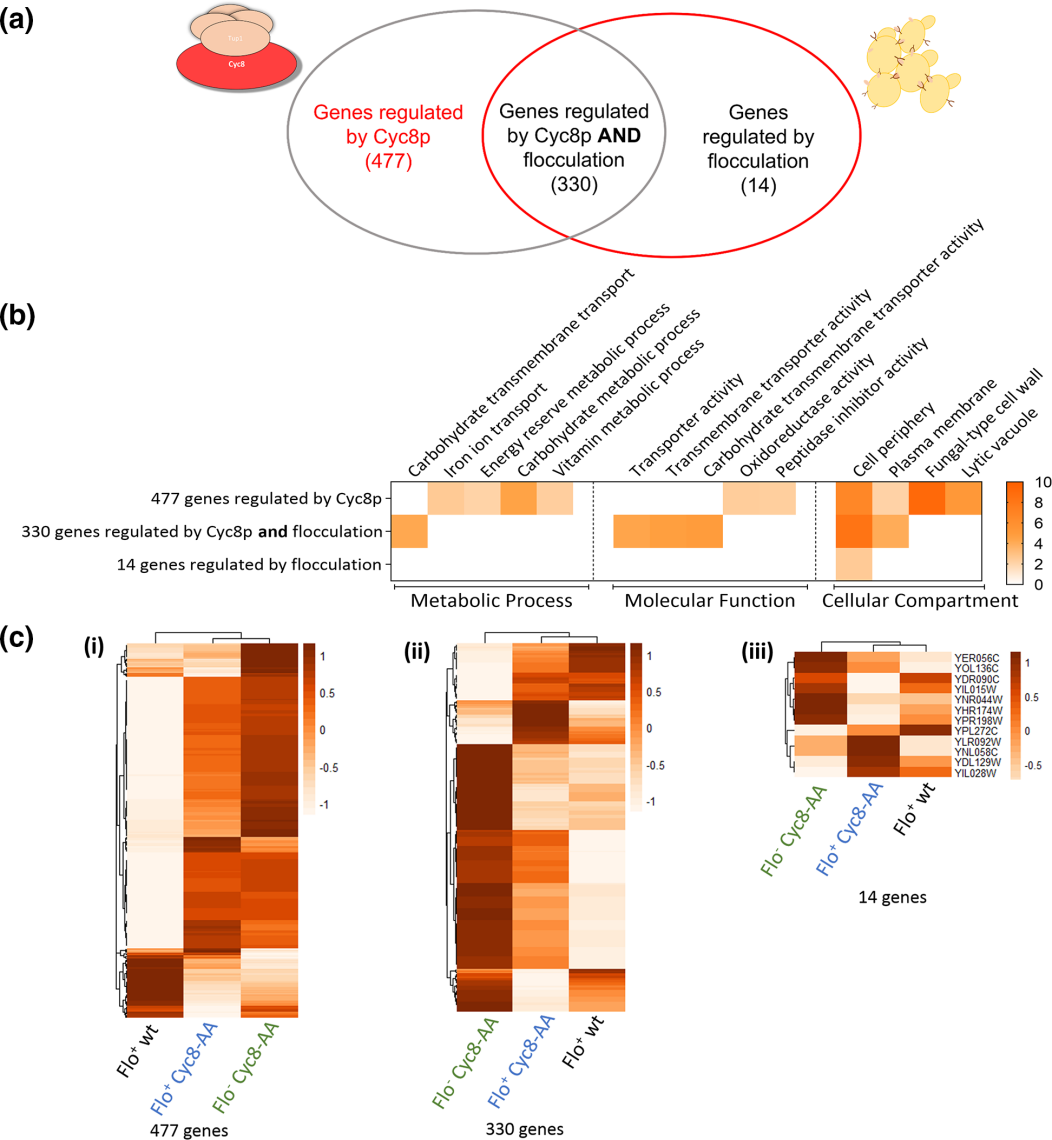
Comparison of genes solely regulated by Cyc8p or solely regulated by flocculation with genes regulated by Cyc8p and further influenced by flocculation. (**a**) Venn diagram illustrating the 477 genes regulated solely by Cyc8p, the 330 genes regulated by Cyc8p and flocculation, and the 14 genes regulated solely by flocculation. (**b**) Gene Ontology (GO) terms associated with the genes (**i**) regulated by Cyc8p only, (ii) regulated by Cyc8p and flocculation, and (iii) regulated solely by flocculation. (**c**) Heatmap of the log_2_ fold changes in a *FLO1* over-expression strain (*FLO1*^+^ wt) [27] compared to (**i**) the 477 genes regulated solely by Cyc8p, (ii) the 330 genes regulated by both Cyc8p and flocculation, and (iii) the 14 genes regulated solely by flocculation. The heatmap displays Z-scores for each gene; the legend can be interpreted as standard deviations above or below the mean fold change for each gene compared to the control condition with the dark orange colour indicating higher than average expression and paler orange colours representing lower than average expression of that gene. Each row represents a gene, and each column represents a different strain. The heatmap was generated using the pheatmap package in R-Studio which clusters genes together by their similarity in gene expression patterns.

Consistent with published data, we found that the unique Cyc8p-regulated genes (477) were enriched for genes involved in carbohydrate metabolic processes and the fungal cell wall [2,3]. However, the 330 genes subject to Cyc8p regulation that were further influenced by flocculation were enriched for distinct categories including genes involved in sugar transport. Furthermore, the 14 genes solely regulated by flocculation were enriched for those involved in the cell periphery.

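Gene Ontology terms were not used here. In their place, 4 families listed by gene symbol were counted among the genes changed in both experiments with no difference in ratios (487 genes) and among the genes with a difference in ratios and a change in Flo- (203 genes), against the 5987 genes tested in all 3 comparisons, with Fisher's exact test (two-sided) and Benjamini-Hochberg adjustment over 8 tests. Of the 14 hexose transporter genes, 7 were in the first group (odds ratio 11.4, adjusted p = 1.2e-04) and 5 in the second (odds ratio 16.2, adjusted p = 1.3e-04). Of 13 seripauperin genes, 6 were in the first group (odds ratio 9.79, adjusted p = 4.7e-04) and 6 in the second (odds ratio 25.1, adjusted p = 7.9e-06). Of 7 other sugar transporter genes, 1 was in the first group (odds ratio 1.88, adjusted p = 0.45) and 3 in the second (odds ratio 21.7, adjusted p = 0.0016). Of 43 cell wall protein genes, 18 were in the first group (odds ratio 8.41, adjusted p = 1.3e-08) and 5 in the second (odds ratio 3.82, adjusted p = 0.016). Against the 1252 genes that passed in at least 1 of the 3 comparisons, the odds ratios fell to 1.84 and 3.29 for the hexose transporters and to 1.35 and 4.53 for the seripauperins. *HXT2* and *HXT10*, which have no near-identical copy and were singled out after their values were seen, had differences in ratios of 1.68 and 3.90; *HXT6*, *HXT13* and *HXT15* each have one.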

To further investigate the three gene cohorts identified in our study, we compared the three distinct transcription profiles we had identified with transcription data from a study where the *FLO1* protein was over-expressed in a non-flocculant wild-type (wt) strain to generate a strain showing a hyper-flocculation phenotype [27]. The authors of this study used a *GAL*-driven *FLO1* gene to over-express Flo1p and found that their hyper-flocculant strain had a transcription profile distinct from the non-flocculant wt strain. We therefore predicted that there would be significant overlap of the gene cohorts we had shown were subject to influence by flocculation with the genes identified as being uniquely regulated by flocculation in the *FLO1* over-expression study.

The results shown in the heat maps revealed that this was indeed the case (Fig. 8c). Comparison of the 477 Cyc8p-dependent genes not influenced by flocculation with the *FLO1* over-expression data showed that mRNA levels of these genes in the two Cyc8-AA experiments were more similar to each other than to the *FLO1* over-expression data [Fig. 8c(i)]. Conversely, the 330 Cyc8p-dependent genes which were further influenced by flocculation, and the 14 genes subject solely to regulation by flocculation, showed more similarity with the *FLO1* over-expression data than with the Flo^−^ Cyc8-AA read-out [Fig. 8c(ii and iii)]. Thus, both our study and the Flo1p over-expression study revealed a striking, and potentially similar, impact of flocculation upon global gene transcription of cells found within flocs.

## Discussion

In this study we investigated the impact of flocculation upon global transcription in a Cyc8p conditional mutant. 

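Of the 796 genes up- or downregulated in Flo+ in the deposited counts, 487 genes, or 61.2%, also changed in the same direction in Flo- with no difference in ratios. The 231 genes with a difference in ratios that were not changed in Flo+ alone correspond to 29.0% of 796 and the 10 genes changed in Flo+ alone to 1.26%, but these groups are not subsets of the 796 genes. Of the genes with a difference in ratios, 136 were among the 796, and 173 of the 796 were neither among the 487 nor had a difference in ratios.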

The results revealed that of the 875 genes up- and downregulated in the absence of Cyc8p, 54 % were subject solely to Cyc8p-dependent regulation, 38 % were regulated by Cyc8p and further influenced by flocculation, and just 0.014 % were regulated by flocculation only and not by Cyc8p (Fig. 8a). This yielded an improved list of Cyc8p-regulated genes that includes newly identified Cyc8p-regulated genes that were masked by the flocculation phenotype and excludes the genes that were indirectly influenced by flocculation and were not regulated by Cyc8p. Furthermore, our analysis revealed that flocculation exerts a widespread and complex influence upon global gene transcription in the absence of Cyc8p whereby many Cyc8p-regulated genes can be either positively or negatively impacted depending upon the presence or absence of the flocculation phenotype.

Indeed, we found genes subject to negative and positive regulation by Cyc8p, but whose transcription changes were masked by the impact of flocculation (Fig. 3b, c). This means that the flocculation phenotype negates the transcription fold change caused due to the loss of Cyc8p and thereby masked these genes from having previously been recognized as being *CYC8*-dependent genes. Our analysis therefore updates the Cyc8p transcriptome to include 35 of these genes which we confirm were missed from at least one recent transcriptome obtained using *cyc8* deletion mutant cells [4].

Included within this set of newly identified Cyc8p-dependent genes is the *SWI5* gene which our data suggest is positively regulated by Cyc8p, but whose transcription fold change in a *cyc8* mutant is masked by the flocculation phenotype (Fig. 3c). Since Swi5p is a key transcription factor predominantly associated with activation of transcription, this supports a role for Tup1-Cyc8 in activating transcription, a least under conditions when flocculation is absent or weak [71].

We also show Cyc8p repressed genes that can be further repressed by flocculation and genes subject to positive regulation by Cyc8p whose transcription is enhanced by flocculation (Fig. 5). For example, the *FLO9* gene, which encodes a flocculin protein and contributes to flocculation, is repressed by Cyc8p in wt cells [29]. However, following *FLO9* de-repression in the absence of Cyc8p, *FLO9* transcription is then subject to negative regulation by the subsequent flocculation phenotype (Fig. 5b, c). Thus, flocculation is acting to limit transcription of at least one gene that contributes to the flocculation phenotype itself. It is tempting to speculate that this negative feedback of flocculation to *FLO9* transcription could help mitigate the potential deleterious impacts of flocculation upon the cell, such as reducing oxygen and nutrient availability, so that their effects do not become too harmful. This feedback could therefore act to ensure the optimal level of flocculation is achieved once the cells are triggered to embark on what should be a survival strategy and not a cause of further stress. Indeed, this regulation could act to balance the cost–benefit ratio of the flocculation survival strategy [72,73].

Conversely, flocculation is acting to reinforce transcription of the *SUT1* gene which our data show is subject to positive regulation of transcription by Cyc8p (Fig. 5d, f). Interestingly, the *SUT1* gene is known to be induced under conditions of low oxygen and encodes a transcription factor purported to physically interact with Cyc8p to then activate sterol uptake genes under anaerobic conditions [74]. Our data therefore show that Cyc8p is involved in activation of transcription of this gene, and that flocculation then reinforces transcription of this gene in the absence of Cyc8p. Thus, cooperation between Cyc8p and flocculation could be contributing to the dynamic transcriptional cell response to enable optimal adaptation to changes in oxygen availability as the flocculation phenotype develops.

When we further examined the 249 genes in which the fold change in transcription following Cyc8p depletion was greatest in the non-flocculant cells versus what was seen when flocculation was present, we found a cohort of 24 genes that were differentially regulated according to the presence or absence of flocculation (Fig. 3a, row 4). Surprisingly at these genes, as illustrated by *PHO5*, in the presence of flocculation, the loss of Cyc8p resulted in downregulation of transcription suggesting Cyc8p was negatively regulating *PHO5* transcription in the wt (Fig. 5b, Flo^+^, +Rap, blue arrow). Conversely, when the Cyc8p depletion was performed in the absence of flocculation, the gene was upregulated indicating that under these conditions Cyc8p was initially acting as a repressor (Fig. 5b, Flo^−^, +Rap+Man, red arrow). This intriguing result suggests that flocculation can determine whether Cyc8p has a positive or negative role upon transcription of some target genes.

A similar result was seen within the group of 95 genes that had a greater fold change in transcription in the Flo^+^ AA experiment compared to that in the Flo^−^ AA experiment. In this case, 51 genes showed upregulation in flocculating (Flo^+^) cells and downregulation in non-flocculating (Flo^−^) cells (Fig. 3, row 4, and Fig. 6c). Thus, these genes are positively influenced in the presence of flocculation and negatively influenced when there is no flocculation.

These data illustrate the complex influence that flocculation can have upon gene transcription. However, more work will need to be done to understand (i) why specific cohorts of genes are subject to the different types of regulation by flocculation, (ii) what the mechanism is that governs this regulation and (iii) what the consequence to cell function is of this flocculation-dependent regulation.

The starting hypothesis of this study was that flocculation would be indirectly impacting a *cyc8* transcriptome by influencing genes involved in oxygen and nutrient depletion caused by the aggregation of cells in the flocs. We predicted that the *cyc8* transcriptome would therefore contain numerous genes involved in the response to nutrient and oxygen depletion that would not be directly Cyc8p dependent. Surprisingly, we found only 14 genes which were shown to be influenced solely by flocculation and not by Cyc8p. Instead, our data revealed that flocculation had a much more widespread and varied influence upon global gene transcription, as opposed to flocculation exerting an absolute switching off or on of genes.

We chose to use a conditional Cyc8p mutant for this study, as opposed to a *cyc8* deletion mutant, for the following reasons. First, this was to minimize secondary impacts upon transcription and cell function that can occur following prolonged growth of deletion mutants [75]. Second, by using the conditional mutant, we could analyse the impact of flocculation upon transcription following exposure of cells to this phenotype over a minimal time (4 h). Third, by adding rapamycin to initiate the Cyc8p depletion in cells grown in the presence of mannose, it means that these Flo^-^ cells never flocculated at all. Together, this means our analysis should offer a more accurate insight into the transcriptome of a Cyc8p-depleted cell in the presence and absence of flocculation which would be minimally affected by possible secondary effects.

Although we feel that our experimental strategy has largely controlled for, and negated, the impact of mannose upon our analysis, the possibility remains that mannose could have influenced transcription of some genes. To overcome this caveat, potential future experiments could either repeat our experiment using a non-metabolizable analogue of mannose or use a Cyc8-AA strain in which all the *FLO* genes have been deleted, which would not require mannose addition to inhibit flocculation.

It is interesting to note that following anchor-away of Cyc8p, we see that Tup1p is also lost from at least one well-characterized Tup1-Cyc8 repressed gene, *FLO1* [35]. If the loss of Tup1p seen at *FLO1* following Cyc8-AA occurs at all Cyc8p-regulated genes, it would mean that a Cyc8-AA strain is more similar to a *tup1 cyc8* double mutant than a *cyc8* single mutant. Thus, a Cyc8-AA strain might provide a superior way in which to assess the consequences upon gene transcription due to the loss of the entire Tup1-Cyc8 complex rather than looking in *cyc8* or *tup1* single gene deletion mutants. This may be particularly relevant considering research showing possible independent roles for Tup1p and Cyc8p in regulating gene transcription [4].

A limitation of our study is that it only offers a snapshot of the impact of flocculation upon transcription at a single time point (4 h post-rapamycin treatment). It would be reasonable to predict that repeating our analysis after different times (and extents) of flocculation would yield different results. Indeed, it might be predicted that performing the analysis after a longer time following Cyc8p depletion, in which larger flocs should form, would reveal a distinct cohort of genes subject to an altered influence by flocculation. Ideally, a time-course analysis during flocculation formation would provide the greatest insight into the potentially dynamic influence of flocculation upon gene transcription during the development of the flocculation phenotype.

Even without such a time-course analysis, our data revealed that the flocculation phenotype has a considerable role in governing global gene transcription. Thus, our data suggest that the flocculation survival strategy triggered by environmental and cellular signals, and initially mediated by various transcription factors, is further regulated by the developing phenotype itself.

A better understanding of the potential dynamic interplay between transcription and flocculation might allow global gene transcription to be modulated by altering the flocculation phenotype of cells. This could be valuable to industries using yeast as a production organism whereby strain performance could be enhanced by altering the flocculant properties of the strain to adjust global transcription to give the desired outcome.

## supplementary material

10.1099/mgen.0.001216 Uncited Supplementary Material 1.

10.1099/mgen.0.001216 Uncited Table S1.

# Supplementary material for: The influence of flocculation upon global gene transcription in a yeast CYC8 mutant
**Source:** Microb Genom. 2024 Mar 26;10(3):001216. doi: 10.1099/mgen.0.001216
**Supplement:** Uncited Supplementary Material 1.

# **The influence of flocculation upon global gene transcription in a yeast *CYC8* mutant**

Supplementary Material

*Lee et al.*, 2024

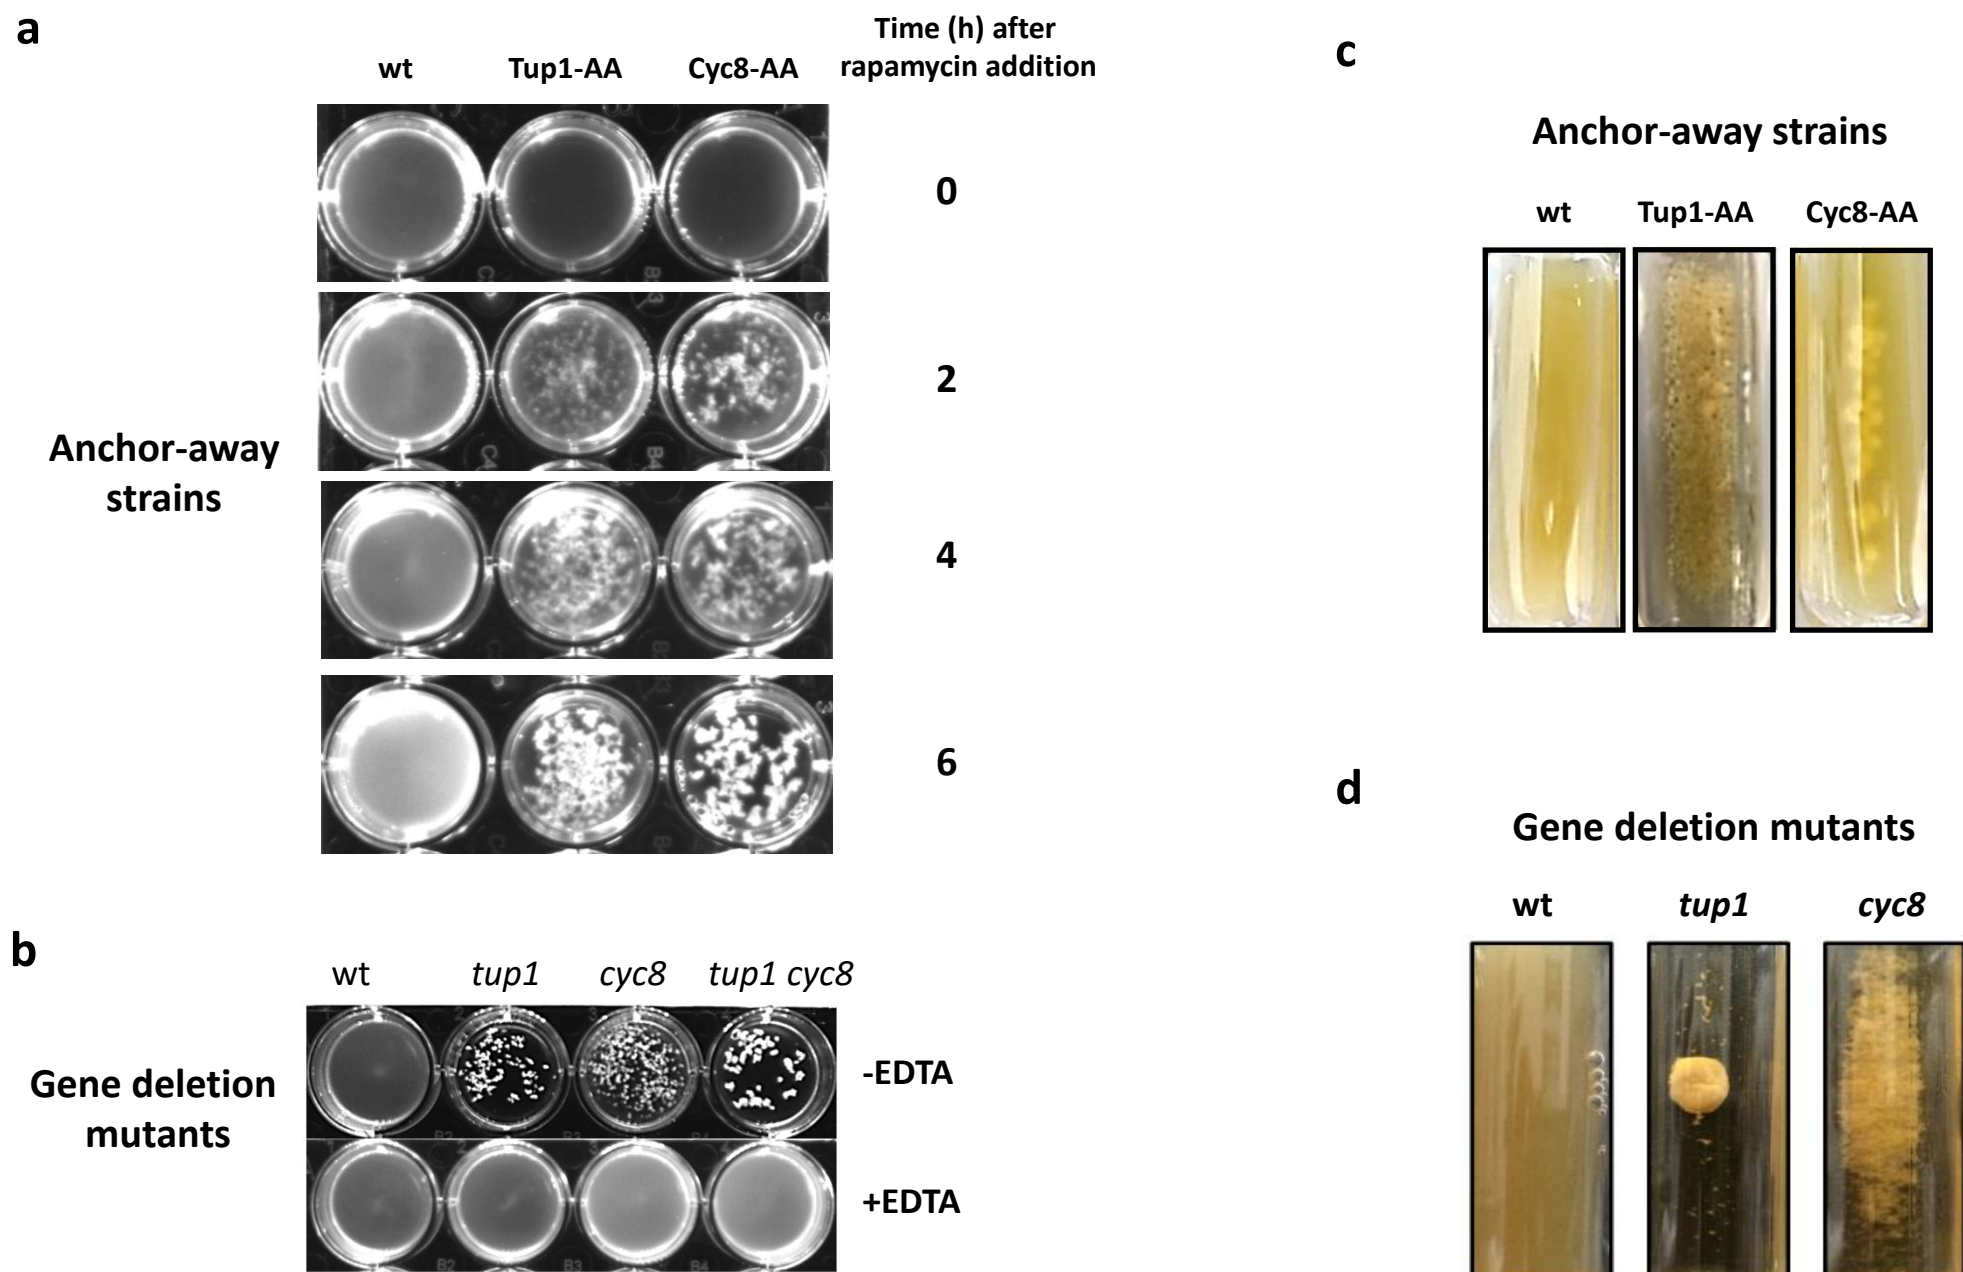

**Supplemental Fig. S1. Flocculation phenotypes in Cyc8 and Tup1 anchor-away strains and in *cyc8* and *tup1* gene deletion mutants.** (a) Images to show the presence or absence of the flocculation phenotype in exponential wt, Tup1-AA, and Cyc8-AA cell cultures following growth for the indicated times (hours) after the addition of rapamycin. (b) Exponentially growing cultures of wt and the gene deletion mutants indicated were photographed in the presence (+EDTA) and absence of EDTA (-EDTA). (c) Images of cultures of the anchor-away strains indicated taken after growth in YPD broth and rapamycin for 24 hours. (d) Images of cultures of wt and the gene deletion mutant strains indicated taken after growth in YPD broth for 24 hours. The images shown in (b) and (d) are from Lee *et al.*, 2023 [1]. Together, these data show that in contrast to the *tup1* gene deletion mutant having a stronger flocculation phenotype than a *cyc8* deletion mutant, the Cyc8-AA strain has a stronger flocculation phenotype compared to the Tup1-AA strain, following rapamycin addition.

1. Lee B, Church M, Hokamp K, Alhussain MM, Bamagoos AA, *et al.* Systematic analysis of *tup1* and *cyc8* mutants reveals distinct roles for TUP1 and CYC8 and offers new insight into the regulation of gene transcription by the yeast Tup1-Cyc8 complex. *PLoS Genet* 2023;19:e1010876

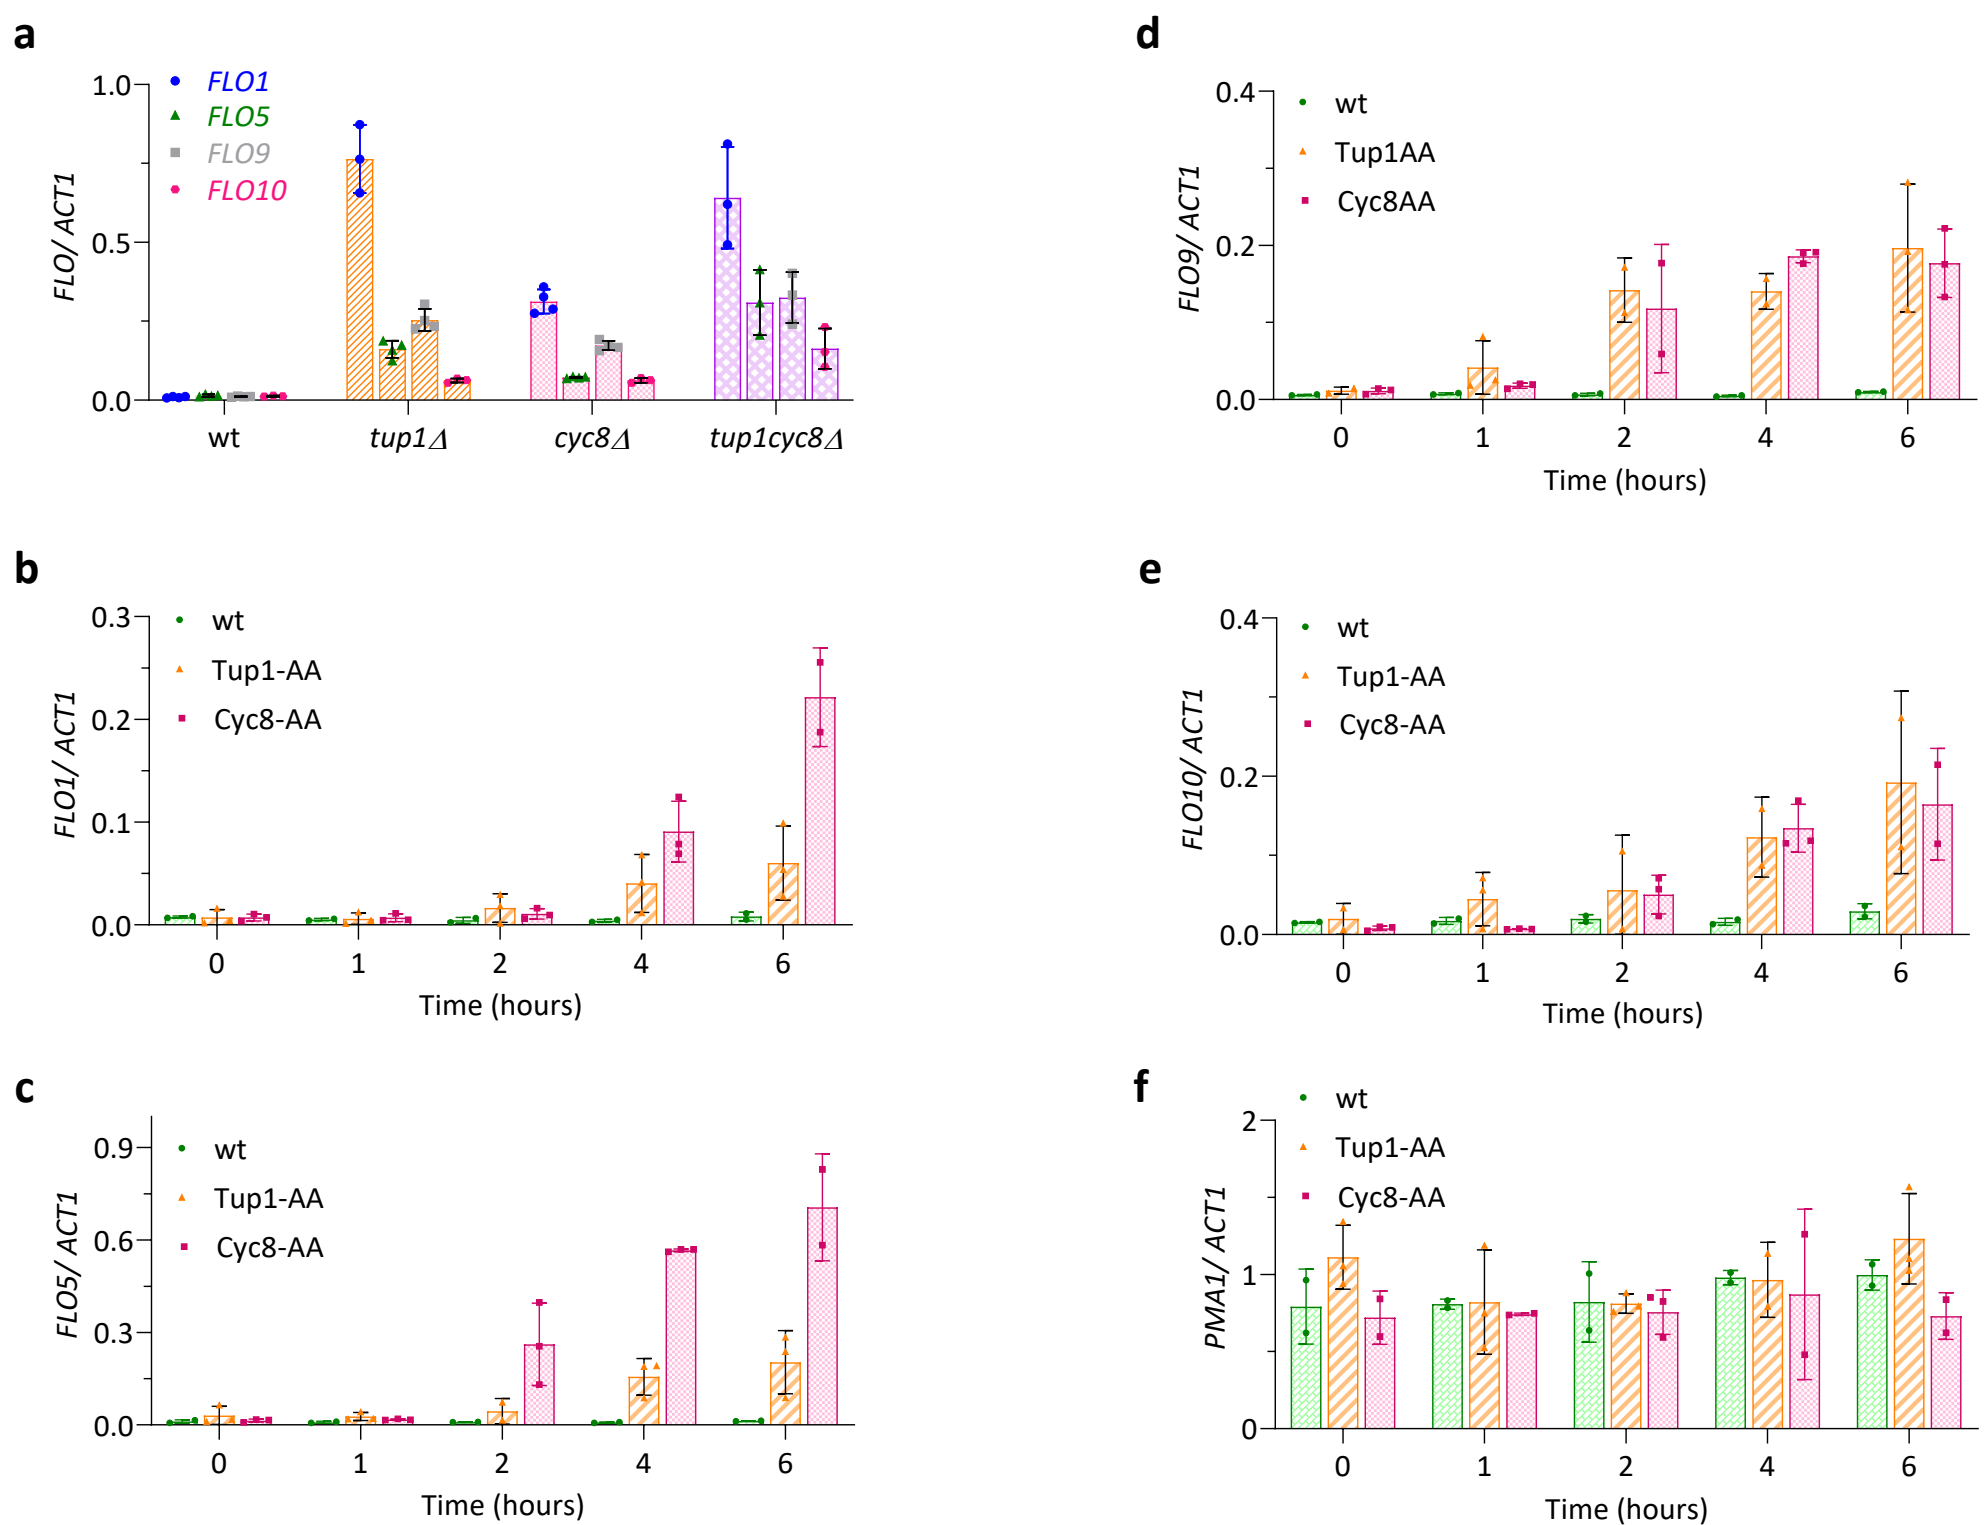

**Supplemental Fig. S2. *FLO* gene transcription in *Cyc8* and *Tup1* anchor-away strains and in *cyc8* and *tup1* gene deletion mutants.** (A) *FLO1*, *FLO5*, *FLO9* and *FLO10* transcript levels detected by RT-qPCR in wt and the gene deletion mutant strains indicated. RT-qPCR analysis of mRNA levels of (B) *FLO1*, (C) *FLO5*, (D) *FLO9*, (E) *FLO10* and (F) *PMA1* in *Cyc8*-AA and *Tup1*-AA cells following the addition of rapamycin. Time (hours) shown after rapamycin addition are indicated. In all graphs, values were normalised to *ACT1* mRNA levels and error bars reflect standard deviation from 3-4 biological replicates. The data shown in (A) is from Lee *et al.*, 2023 [1]. *FLO* gene transcription profiles in the anchor away strains following rapamycin addition differ from the levels of *FLO* gene transcription in the gene deletion mutants. Where *FLO1* and *FLO5* were de-repressed to the greatest extent in a *tup1* deletion mutant compared to a *cyc8* deletion mutant, *FLO1* and *FLO5* transcription in the *Cyc8*-AA strain was significantly higher than that measured for these genes in the *Tup1*-AA strain. *FLO9* and *FLO10* expression levels are similar in both the *Tup1*-AA and *Cyc8*-AA strains over the time course after rapamycin addition. The overall higher levels of *FLO* gene expression in the *Cyc8*-AA strain compared to that in a *Tup1*-AA strain are consistent with the stronger flocculation phenotype of the *Cyc8*-AA strain. Also of note, whereas *FLO1* is the dominantly expressed *FLO* gene in the *cyc8* and *tup1* deletion mutants, *FLO5* is de-repressed to the greatest extent in the *Tup1*-AA and *Cyc8*-AA strains following the addition of rapamycin. The *PMA1* gene is a control gene which is not subject to *Tup1*-*Cyc8* regulation; its transcription level remains constant in the *Cyc8*-AA and *Tup1*-AA strains at each time point after rapamycin addition.

| Cells                                                                              | +/- Rapamycin<br>(1 ug/ml) | Mannose<br>(mM) | Flocculation |
|------------------------------------------------------------------------------------|----------------------------|-----------------|--------------|
| 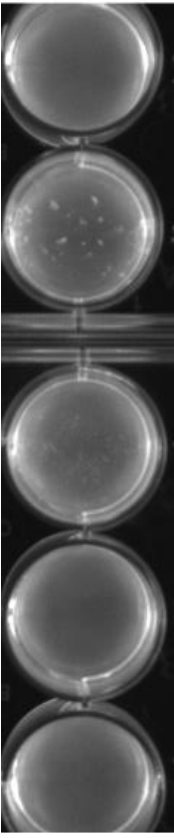 | -                          | 0               | -            |
|                                                                                    | +                          | 0               | +++          |
|                                                                                    | +                          | 100             | ++           |
|                                                                                    | +                          | 200             | +            |
|                                                                                    | +                          | 250             | -            |

**Supplemental Fig. S3. Assay to determine the minimal concentration of mannose required to inhibit flocculation.** Cells were grown for four hours (4h) in the presence (+) and absence (-) of rapamycin (1 ug/ml) and mannose at the indicated concentrations (mM). Cell images were taken after 4h, and the ‘+’ sign indicates the relative levels of flocculation visible; ‘-’ indicates the absence of flocculation.

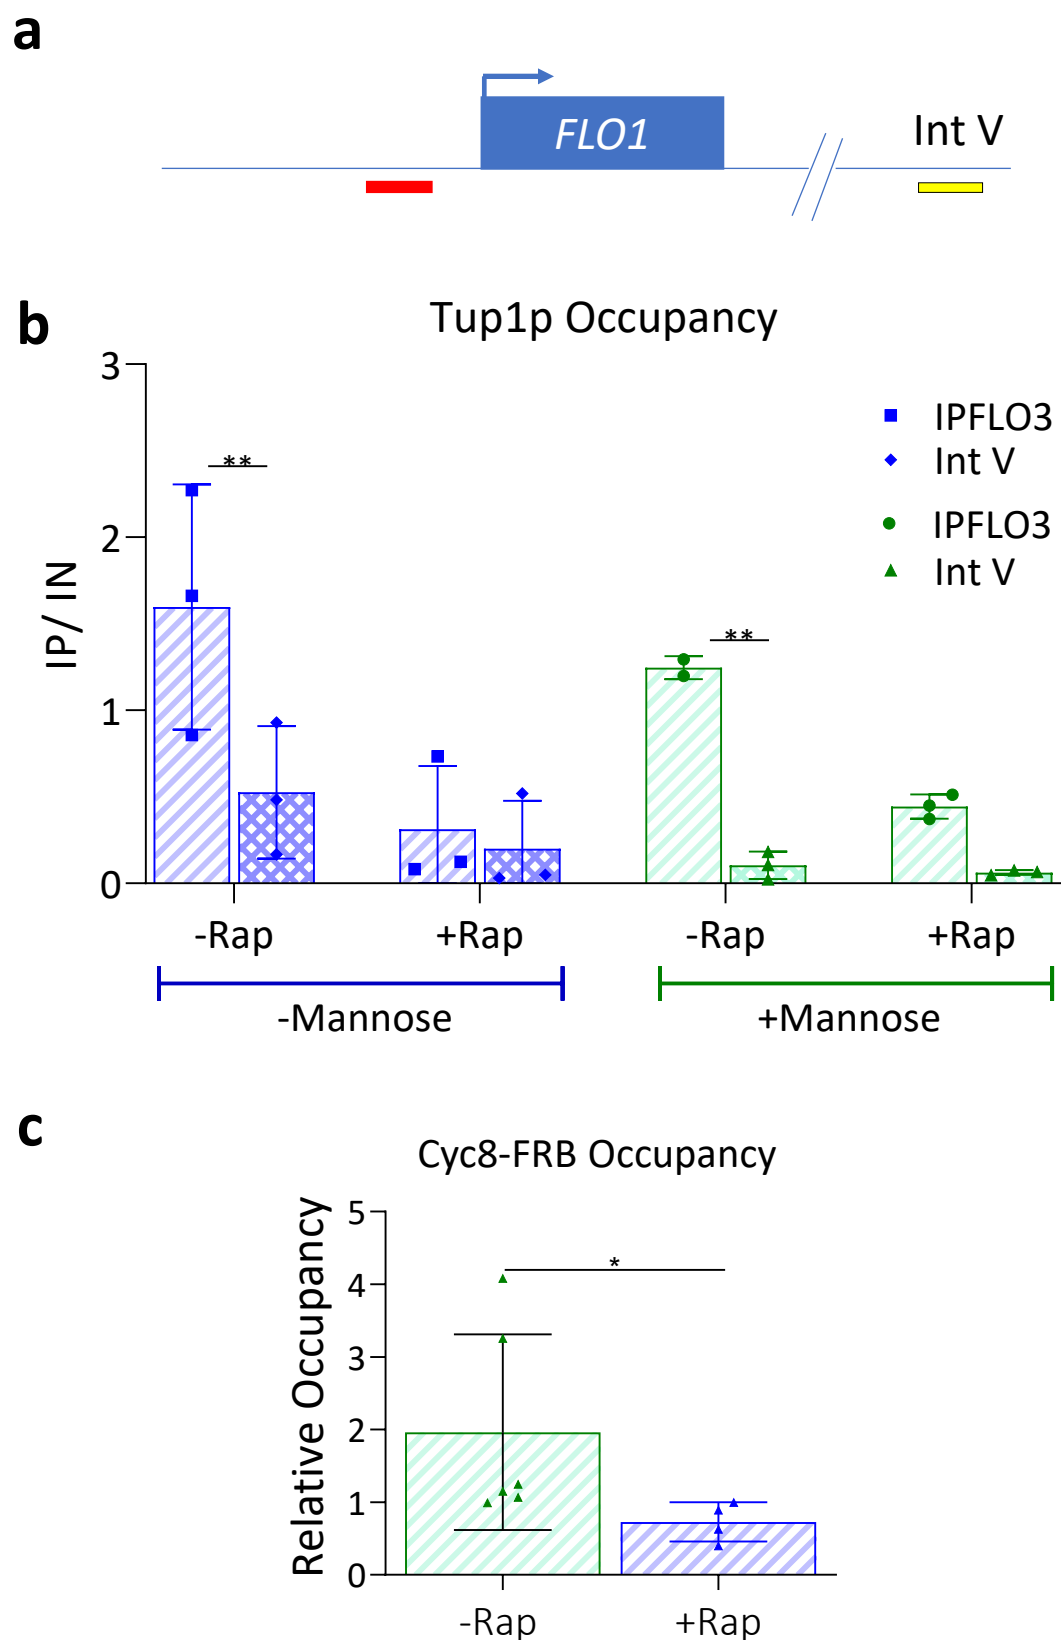

**Supplemental Fig. S4. Tup1p and Cyc8-FRB occupancy at the *FLO1* promoter region after four hours growth in the presence or absence of rapamycin and/or mannose.** (A) Schematic to show the location of the amplicons used for ChIP analysis of Tup1p and Cyc8-FRB. IPFLO3 (red bar) is a positive control region centred around -596 bp upstream of the *FLO1* gene start site (arrow); Int V (yellow bar) is a negative control region located within an intergenic region on chromosome V. (B) Tup1p occupancy (IP/IN) values at the *FLO1* promoter region (IPFLO3) and at the negative control region (Int V) are shown after 4 hours in the presence and absence of rapamycin and/or mannose, as indicated. (C) Cyc8-FRB occupancy (IP/IN) values at IPFLO3 plotted relative to occupancy (IP/IN) at Int-V after 4 hours in the presence and absence of rapamycin, and in the absence of mannose. Mean and standard deviation are shown from 4-6 biological replicates; asterisk represents a p-value of  $**=p\leq 0.005$  obtained from a One-Way ANOVA analysis. As can be seen in C, although there was a significant depletion of Cyc8-FRB from the *FLO1* promoter 4h after rapamycin addition, we consider the ChIP of Cyc8-FRB to be of low sensitivity. Thus, we opted to perform Tup1p ChIP as the most robust way of monitoring the anchor away of Cyc8p in the presence and absence of mannose (B), consistent with previously published data that showed that Tup1p is also rapidly lost (30 min post-rapamycin treatment) from the *FLO1* promoter following Cyc8p anchor away.

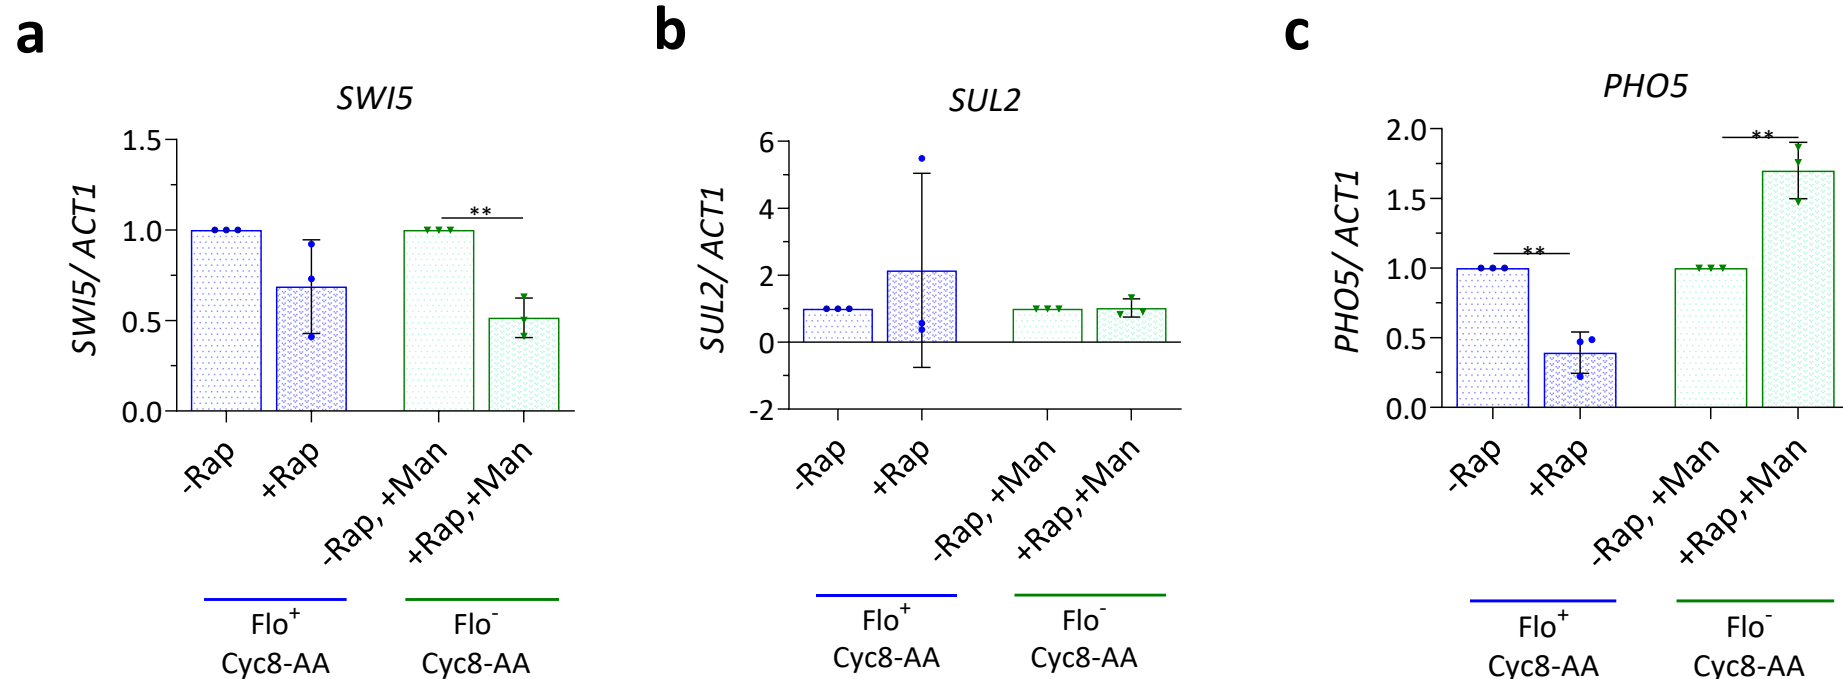

**Supplemental Fig. S5. Validation of the RNA-seq data shown in the JBrowse images for *SWI5*, *SUL2* and *PHO5* mRNA levels.** *SWI5*, *SUL2* and *PHO5* mRNA transcript levels measured relative to *ACT1* mRNA levels using RT-qPCR in Flo<sup>+</sup> and Flo<sup>-</sup> Cyc8-AA experiments. For both Flo<sup>+</sup> and Flo<sup>-</sup> anchor away experiments, the mRNA values of each target gene after rapamycin addition (+Rap) were further normalised to the mRNA levels in the absence of rapamycin (-Rap), which were set at a value of 1. Error bars reflect standard deviation from 3 biological replicates (\*\* represents a p-value of p<0.005 determined by a One-way ANOVA analysis).

**Supplementary Table S1. Oligonucleotides used in study.**

| Name:               | Sequence (5'-3'):              | Description:                | Distance relative to ATG: |
|---------------------|--------------------------------|-----------------------------|---------------------------|
| <i>ACT1</i> ORF-F   | GAGGTTGCTGCTTTGGTTATTGA        | <i>ACT1</i> transcription   | +318                      |
| <i>ACT1</i> ORF-R   | ACCGGCTTTACACATACCAGAAC        |                             |                           |
| <i>FLO1</i> RT-F    | TACCACCACAGACGGGTTCT           | <i>FLO1</i> transcription   | +481                      |
| <i>FLO1</i> RT-R    | CAACAGTTGAACGCGGTTGC           |                             |                           |
| <i>FLO5</i> RT5'-F2 | GGATGGAAGTCTCCCTGACA           | <i>FLO5</i> transcription   | +635                      |
| <i>FLO5</i> RT5'-R2 | GGAAACGGCATTGGAGTAAA           |                             |                           |
| <i>FLO9</i> RT5'-F  | TCGTCACATTGCTGGGATTA           | <i>FLO9</i> transcription   | +105                      |
| <i>FLO9</i> RT5'-R  | TGCTGCATTCTGAATATGTGG          |                             |                           |
| <i>FLO10</i> RT-F   | GCGGTTAGTTCTGACATCGAAAAT       | <i>FLO10</i> transcription  | +3164                     |
| <i>FLO10</i> RT-R   | TTTTGTCTCAGCAGCCTCTGAA         |                             |                           |
| <i>SUT1_RT_F</i>    | CATGGTCAATGAAGACGCTAATG        | <i>SUT1</i> transcription   | +395                      |
| <i>SUT1_RT_R</i>    | ACTAGTAGATGTGGCAGAGGA          |                             |                           |
| <i>SWI5_RT_F</i>    | GACTCCCTCATTTACCAAAGA          | <i>SWI5</i> transcription   | +930                      |
| <i>SWI5_RT_R</i>    | TTGGAGTGAAGGGCGTAATAAA         |                             |                           |
| <i>PHO5_RT-F</i>    | CGACAAGATTGGTACCCAAAAA         | <i>PHO5</i> transcription   | +136                      |
| <i>PHO5_RT-R</i>    | CTTCAGGCAAATCACGAGAAAT         |                             |                           |
| <i>SUC2</i> RT486-F | AGCTGCCAACTCCACTCAAT           | <i>SUC2</i> transcription   | +486                      |
| <i>SUC2</i> RT486-R | ATTTGGCAGCCGTCATAATC           |                             |                           |
| <i>DIP5_RT-F</i>    | CTCGTTCATCCACCTCTACATCAC       | <i>DIP5</i> transcription   | +204                      |
| <i>DIP5_RT-R</i>    | AACCGCGTGTTTTTCGTCTTT          |                             |                           |
| <i>SUL2_ORF_F</i>   | AAGGGAGAACGACCCTGAATC          | <i>SUL2</i> transcription   | +2288                     |
| <i>SUL2_ORF_R</i>   | TGGCCTGTCATCTCTTTCAACA         |                             |                           |
| <i>PMA1_ORF_F</i>   | GAAAAAGAATCTTTAGTCGTAAAGTTCGTT | <i>PMA1</i> transcription   | +322                      |
| <i>PMA1_ORF_R</i>   | AATTGGACCGACGAAAAACATAA        |                             |                           |
| <i>INT-V</i>        | TAAGAGGTGATGGTGATAGGCGT        | Control region (ChIP)       | N/A                       |
| <i>INT-V</i>        | CCCTCGGGTCAAACACTACAC          |                             |                           |
| IPFLO3-F            | GCTTCCAGTATGCTTTCACG           | <i>FLO1</i> Promoter (ChIP) | -585                      |
| IPFLO3-R            | GCCTACGTATTCTCCGTCAC           |                             |                           |

How the deposited data were processed for this re-analysis (not part of the article)

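The authors sequenced rRNA-depleted RNA of the Cyc8-AA strain with strand-specific libraries in 4 groups of 3 samples. The Flo+ Cyc8-AA experiment consisted of -Rap and +Rap samples with paired-end reads, and the Flo- Cyc8-AA experiment of -Rap +Man and +Rap +Man samples with single-end reads, generated at a different time. The authors trimmed the reads with fastp, aligned them with STAR to the S288c reference genome from ENSEMBL and counted reads per gene. The paper's text does not name the counting tool, the strand setting, the handling of reads that align to several genes or the release of the annotation.

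The authors deposited a table of raw read counts for 6775 genes in 12 samples and a table of the same counts divided by a size factor per sample from DESeq2. With the digit separators of the deposited raw table removed, 0 cells were other than whole numbers of at least 0. The deposited second table also holds the authors' log2 fold changes within each experiment, with spreadsheet errors in place of 329 Flo+ and 130 Flo- values where a mean was 0. It further holds the authors' log2 difference in ratios from interaction terms of DESeq2, and the deposited p-value columns hold adjusted p-values from DESeq2. The authors' comparison values served only for comparison with the calls made here.

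Everything reported was computed from the raw count table. Because the deposited tables write large values with separators, their columns could not pass the automated check of units and were recorded there as a unit of another kind. For this reason limma 3.58.1 in R 4.3.3 was used on log2 values rather than the quasi-likelihood test of edgeR that had been set before the data were examined, and DESeq2 was not run as an alternative. This departure was decided after the format of the tables was seen. For each comparison, genes were kept by a filter on low counts that asked for the equivalent of 10 counts in the median library in at least 3 samples and a total of at least 15 counts. Samples were scaled by TMM factors, computed with 30% of the log ratios and 5% of the mean levels trimmed, and 2 counts were added before taking log2. Linear models were fitted with lmFit, and variances were moderated with eBayes with a trend. P-values were adjusted by the Benjamini-Hochberg method over the genes of each comparison.

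Each experiment was fitted on its own 6 samples. The difference in ratios and the effect of mannose without rapamycin were contrasts in a fit of all 12 samples. Genes were called at an adjusted p-value of at most 0.01, or 0.05 for mannose, and a log2 change of at least 1 in size. In sorting genes with a difference in ratios into cohorts, a log2 fold change under 0.3 in size counted as no change, the lower limit of modest upregulation in the paper. Same-numbered samples of an experiment were taken to come from one culture divided in 2, because the paper states the division and the sample labels carry replicate numbers, and the replicate number served as a block in an alternative fit. Same-numbered samples of different experiments are not from one culture. The sample records write the mannose concentration without a decimal point, and 0.25 M was taken from the paper. Genes named in the text are the 18 genes the paper names for these data or as controls, apart from FLO8, together with FLO11. The paper does not name FLO11, but it was listed with them before the data were examined. Also named, for each comparison, are the 5 genes with the largest change in each direction that changed alike in all 3 replicate pairs. Others are stated to have been chosen after their values were seen. Of the genes the paper names, FLO8 was not analysed here.

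Totals per sample ran from 26125728 to 51088194 counts, and 3 counts were taken as the smallest number that can be told apart from 0. The counts carry no molecular identifiers, so that this floor covers counting error only. Replicates of a group, which are separate cultures, differed by more than counting error, with a chi-square per gene between 33.0 and 341.3. Of the 6775 genes, 6216 were found in the S288c annotation (assembly R64) by systematic name. That annotation was used for names, overlaps and neighbours only, and no coordinates are given, because the release used by the authors is not stated. Of the genes found, 6013 overlap no other annotated gene, 114 overlap a gene on the opposite strand and 503 have a near-identical copy, which is a gene of at least 90% identity over at least 50% of its length.

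The fits were tested on simulated counts with the real library sizes, and the mean levels of the Flo+ -Rap samples served for every sample. The dispersion was set to 0.02, and 200 genes, drawn only from well-counted ones, were raised or lowered by a factor of 4. The simulation held no difference in run, counting or culture, so it checks the calculation and gives no error rate for the real samples. All 200 were recovered in a comparison within an experiment (6055 genes tested) and in the difference in ratios (6121 genes tested), with 0 false calls. Alternatives comprised RLE normalization, other filters on low counts, the replicate block, fits to other sets of samples, counts thinned to the smallest total, genes without overlaps, other thresholds, other definitions of the cohorts and each sample left out in turn. Precision weights from voom, a pseudocount of 0.5, the authors' size factors, thinned counts for single genes and cohorts sorted by adjusted p-values from the fit with the replicate block were added after the data were seen. Family and overlap tests used scipy 1.17.1 with pandas 2.3.3 and numpy 2.4.6 in Python 3.11.15.

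RT-qPCR, chromatin immunoprecipitation, the deletion mutants, the strain that over-expresses FLO1, Gene Ontology terms and read coverage along genes were not analysed here, because the deposited tables do not hold them.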

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

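The tests of overlap with opposite strands, of near-identical copies, of library size and of gene length were set before their results were seen, and the counts of other splits, the comparison of control cultures, the thinning of counts for single genes and the tests on mitochondrial transcripts and on genes at 0 were chosen only after the result was seen.

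Among the genes that the paper names, 8 had rapamycin effects that differed between the Flo+ and Flo- Cyc8-AA experiments in the test of the difference in ratios. On the log2 scale the differences were -1.05 for FLO5, 1.19 for FLO9, -1.62 for SWI5, -1.10 for SUL2, 1.42 for BAR1, -1.44 for SUT1, 2.20 for PHO5 and -1.69 for RPN4. Among the genes with the largest differences, those singled out were HXT16 (6.78), PWR1 (6.14), PAU18 (6.01), YBR072C-A (-5.13), YAL064W-B (-4.66) and YML084W (-4.53). All 14 were tested by limma with 3 replicates per group. The difference passed the thresholds in each of the 12 fits that left out one sample for PHO5, HXT16, PWR1, PAU18, YBR072C-A and YAL064W-B. It did not pass them in 11 of these fits for FLO5, in 9 for FLO9 and for SUL2, in 8 for RPN4 and for YML084W, in 4 for SUT1 and in 1 for SWI5 and for BAR1. With all samples and the replicate number as a block, all 14 passed.

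The experiments differ in mannose and flocculation but also in sequencing run and read type, and several technical explanations were weighed for the 241 genes with a difference in ratios. If strands were counted differently in the experiments, genes that overlap a gene on the opposite strand would be over-represented. They made up 5.38% (12 of 223) of the placed genes with a difference and 1.66% (95 of 5707) of the other tested genes (Fisher's exact test, two-sided, p = 6.3e-04). Across 30 antisense pairs, the Spearman correlation of the log2 fold change with that of the partner was 0.75 in Flo+ and 0.31 in Flo-, a difference with a 95% bootstrap interval from 0.11 to 0.80 (2000 draws). Unequal counting of strands may therefore account for some of the differences, PWR1 among them. FLO5, FLO9, SWI5, SUL2, BAR1, SUT1, PHO5 and RPN4 are not among the 12 genes, but overlaps with counted genes that could not be placed were not tested, so that an effect of the counting on these 8 is not excluded.

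If reads shared between near-identical genes were assigned unequally, genes with copies would be over-represented. They made up 17.04% (38 of 223) of the genes with a difference against 8.84% (41 of 464) of the genes that changed alike (Fisher's exact test, two-sided, p = 0.0021). Shared reads could contribute to the differences of HXT16, PAU18, YAL064W-B and FLO9. Sharing of reads with less similar genes was not tested, so it is not excluded for the other named genes, FLO5 among them.

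Library size was larger in the Flo- experiment. After all samples were thinned to the smallest total, 242 genes had a difference, 222 of them shared with the 241, and 70.2% were higher in Flo-. Library size is therefore not the explanation for their number. Of the 14 genes named above, 13 still passed after thinning. SUL2 did not, with a difference of -1.03 and an adjusted p of 0.012 from limma with Benjamini-Hochberg adjustment, which ranged from 0.0033 to 0.025 over the alternatives.

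Where the control cultures differ between the experiments, a difference in ratios can arise without an effect in the depleted cultures. The control samples differed more than the depleted samples for 32.8% of the 241 genes. Of the 8 genes named by the paper, this was so for PHO5, where the controls differed by -1.72 and the depleted samples by 0.48, and for FLO5, where these values were 0.62 and -0.43. They were 0.55 and -0.89 for SUT1, -0.53 and -1.63 for SUL2, 0.25 and 1.44 for FLO9, 0.28 and 1.70 for BAR1, -0.21 and -1.90 for RPN4 and 0.17 and -1.45 for SWI5. Mannose, the sequencing run and the read type each change along with the experiment, so that this share cannot tell them apart.

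Of the 10 ways to split the pairs of samples between the experiments, 4 part the same-numbered samples as the real one does, and 1 of these 4, the real one, gave as many genes. The 9 other splits gave 0 genes, and between 1 and 14 genes at an unadjusted p under 0.05, against 576 in the real split. Each other split mixes samples of the real groups, whose difference then widens the spread within a group. Few calls were therefore built in, and these numbers do not show what chance alone would give. The replicate numbers do not link cultures of different experiments, and neither 4 nor 10 splits can give a share low enough to exclude chance. The real split also follows the sequencing run and the read type, and so the condition cannot be told apart from them.

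An effect of flocculation on SWI5, BAR1, SUT1, RPN4 and PHO5 remains a hypothesis. These genes were among the 242 with a difference after thinning, and no near-identical copy and no gene on the opposite strand were found for them in the annotation, and all 5 passed with the replicate block. In the fits without one sample, which had no block, only PHO5 of the 5 passed each time. In these counts such an effect cannot be told apart from an effect of the sequencing run on the depleted cultures, nor, for PHO5, from the difference between the controls. The paper also gives RT-qPCR of SWI5, SUT1 and PHO5, and of FLO9 and SUL2, in the 2 experiments. That RT-qPCR does not depend on the sequencing run but is not in the deposited tables and was not analysed. It is normalized to ACT1, which had log2 fold changes of 0.37 in Flo+ and 0.87 in Flo-. The difference for ACT1 was 0.47 (adjusted p = 0.19 from limma with Benjamini-Hochberg adjustment). HXT16, PWR1, PAU18, YBR072C-A and YML084W were at or near 0 counts in several groups, with at most 69 counts in any sample for YBR072C-A and 57 for YML084W.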

How the results depend on the processing

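The main tests, thresholds and alternatives were set before the data were examined, apart from the change to limma and the alternatives added after the data were seen: voom precision weights, a pseudocount of 0.5, the authors' size factors, thinned counts for single genes and cohorts sorted by adjusted p-values with the replicate block. The alternatives with DESeq2 were not run. Where a result changed, the cause was not tested.

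All counts of genes in the 2 experiments, in the difference in ratios and in both experiments together stayed within 1.5 times their value under RLE normalization, both other filters on low counts, the replicate block, the fit of all 12 samples, thinning, the restriction to genes without overlaps, voom precision weights, a pseudocount of 0.5 and the authors' size factors. The exceptions were cohort and mannose counts. RLE normalization gave 5 genes downregulated in Flo+ alone. The filter of at least 10 counts in every sample gave 461 genes higher with mannose, and the restriction to genes without overlaps gave 498. The fit of all 12 samples gave 25 genes upregulated in Flo- alone. With the replicate block, 17 genes were upregulated in Flo- alone and 10 were downregulated in both with a higher fold change in Flo+. The other counts stayed within 1.5 times. Same-numbered samples correlated at 0.135 in Flo+ and 0.272 in Flo-. The values for other samples, -0.0679 and -0.135, are tied to these, because deviations from a group mean sum to 0. For mannose, the block over the 6 samples without rapamycin gave 696 and 695 genes, but same-numbered samples there are from different cultures, so that this fit shows nothing about pairing.

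At an adjusted p-value threshold of 0.05 in limma with Benjamini-Hochberg adjustment, 299 genes had a higher fold change in Flo- and 135 in Flo+. The cohorts then held 24 genes upregulated and 18 downregulated in Flo- alone, 11 upregulated and 6 downregulated in Flo+ alone, 201 and 22 upregulated in both with the higher fold change in Flo- and in Flo+, 22 and 56 that changed in opposite directions, 15 downregulated in both with the higher fold change in Flo+, and 417 with a difference once those changed in Flo+ alone were taken away. With an adjusted p-value above 0.01 by the same test as no change, the cohorts held 25 and 24 genes changed in Flo- alone, 26 and 6 changed in Flo+ alone, 6 upregulated in both with the higher fold change in Flo+, 2 and 6 with opposite changes, and 1 and 3 downregulated in both. When a direction counted only at an adjusted p-value of at most 0.01, 6 genes were upregulated in both with the higher fold change in Flo+, 2 and 6 changed in opposite directions, and 1 and 3 were downregulated in both. With the replicate block, an adjusted p-value above 0.01 by the same test as no change gave 35 and 37 genes changed in Flo- alone, 21 and 10 changed in Flo+ alone, 4 and 14 with opposite changes and 1 downregulated in both with the higher fold change in Flo-. With the block and a direction counted only at an adjusted p-value of at most 0.01, 17 genes were upregulated in Flo- alone, 4 and 14 changed in opposite directions and 1 was downregulated in both with the higher fold change in Flo-. The size of the cohorts with opposite changes therefore depends on whether a test is asked of each experiment, with or without the block, and fewer genes passed such a test without the block. RPN4 passed 0.01 in both experiments with the block, and over the alternatives its adjusted p from limma with Benjamini-Hochberg adjustment ranged from 1.9e-04 to 0.033 in Flo+ and from 0.0055 to 0.082 in Flo-.

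Against a background of genes that passed in at least 1 comparison, no family passed an adjusted p-value of 0.05 by Fisher's exact test. The odds ratios were 2.41 and 1.03 for cell wall proteins, 1.84 and 3.29 for hexose transporters, 1.35 and 4.53 for seripauperins and 0.523 and 15.7 for other sugar transporters, in the genes without and with a difference in ratios. The value of 0.523 was reversed from 1.88 against all tested genes.

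Leaving out each sample in turn gave from 510 to 754 upregulated and 73 to 243 downregulated genes in Flo+, 834 to 964 and 141 to 201 in Flo-, and 107 to 183 genes with a higher fold change in Flo- and 28 to 89 in Flo+. Genes higher with mannose ran from 717 to 844 and lower from 673 to 760. Genes changed in both with no difference ran from 371 to 498 upregulated and 35 to 56 downregulated. The cohorts ran from 5 to 14 and 7 to 22 for Flo- alone, 2 to 8 and 1 to 7 for Flo+ alone, 72 to 131 and 2 to 13 for upregulation in both, 7 to 16 and 14 to 42 for opposite changes, and 0 to 3 and 2 to 7 for downregulation in both, and the genes with a difference without those changed in Flo+ alone ran from 135 to 244.

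For single genes, leaving out each sample in turn reversed the sign only of log2 values near 0. In Flo+ the range was -0.26 to 0.024 for TUP1, -0.16 to 0.22 for TDH2, -0.15 to 0.079 for SWI5 and -0.29 to 0.099 for PMA1. For BAR1 in Flo- it was -0.25 to 0.025, and for PMA1 in the difference in ratios -0.35 to 0.038. Of 94 results for single genes, 11 did not pass a threshold in at least 1 fit without one sample that they passed with all samples: the differences in ratios of FLO5, FLO9, SWI5, SUL2, BAR1, SUT1, RPN4, YML084W and YIR040C and the log2 fold changes of TDH2 in Flo- and of RPN4 in Flo+. Another 3 newly passed in at least 1 such fit, SUL2 and PHO5 in Flo+ and ACT1 in Flo-. RLE normalization, the replicate block and thinning each took 1 gene below the thresholds, FLO5 with a difference of -0.999, YIR040C, whose adjusted p from limma with Benjamini-Hochberg adjustment ranged from 0.0027 to 0.025 over the alternatives, and SUL2 with a difference of -1.03. YIR040C was not tested after thinning.

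In each of the comparisons within Flo+, within Flo- and with mannose, 1 of the 4 splits that part the same-numbered samples, the real one, gave as many genes, and the 9 other splits of the 10 gave 0 genes at the adjusted thresholds. At an unadjusted p under 0.05 the other splits gave between 1 and 33, between 4 and 31 and between 3 and 21 genes, against 899, 1193 and 1417. The other splits mix samples of the real groups here as well, so that few calls were built in. With 4 splits the share cannot be low enough to exclude chance, nor with all 10, which is the fitting number for mannose because the replicate numbers do not link cultures of different experiments.

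The depth limits genes near the floor of 3 counts. With 0 counts in all 6 Flo+ samples there were 222 genes, 10 of them with a difference in ratios, but 21 of the 222, 3 of them with a difference, had at least 100 counts in all 6 Flo- samples, and depth does not explain their zeros.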

Differences from the paper's values

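Of 47 values compared with the paper's, 7 differed, where a count within 1.5 times of the paper's was taken as alike. This rule is loose. Counts as far apart as 167 here and 249 in the paper, for genes with a higher fold change in Flo-, passed as alike. The paper's count of genes unchanged in Flo+ and upregulated in Flo- is 32, against 11 from the counts. Of the alternatives set before the data were examined, the fit of all 12 samples (25 genes) came within 1.5 times of the paper's value. So did an adjusted p-value threshold of 0.05 in limma with Benjamini-Hochberg adjustment (24) and an adjusted p-value above 0.01 as no change (25). The 7 others that kept all samples, from 8 to 17 genes, did not. Neither did the 12 fits without one sample, from 5 to 14 genes. The replicate block with an adjusted p-value above 0.01 as no change, chosen after seeing the values, gave 35 genes.

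The paper's Table S2 lists 7 genes downregulated in Flo+ alone, against 3 from the counts. RLE normalization (5) and an adjusted p-value threshold of 0.05 in limma with Benjamini-Hochberg adjustment (6) came within 1.5 times of that number. So did an adjusted p-value above 0.01 as no change (6). The others that kept all samples, with 3 or 4 genes, did not. The fit without Flo+ -Rap replicate 3 gave 7 genes, and the replicate block with an adjusted p-value above 0.01 as no change, chosen after seeing the values, gave 10.

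The paper's count of genes upregulated in both experiments with a higher fold change in Flo- is 184, against 115. RLE normalization (123), the replicate block (162) and a threshold of 0.05 (201) came within 1.5 times of the paper's value, RLE normalization only just. The others that kept all samples, from 97 to 122 genes, did not. The fits without Flo+ -Rap replicate 1 (131) and without Flo- -Rap +Man replicate 1 (123) also came within 1.5 times, as did the replicate block with an adjusted p-value of at most 0.01 asked for each direction or with a value above 0.01 as no change, both chosen after seeing the values. The paper's count of genes downregulated in Flo+ and upregulated in Flo- is 24, against 11. The replicate block (16) and a threshold of 0.05 (22) came within 1.5 times, as did the fit without Flo+ -Rap replicate 3 (16), and the other alternatives, from 2 to 15 genes, did not.

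For mannose without rapamycin, the paper's Table S4 lists 426 genes with higher and 436 with lower counts, against 751 and 722. The filter of at least 10 counts in every sample (461 and 529) came within 1.5 times of both numbers. So did the restriction to genes without overlaps (498 and 511). The others that left out no single sample, from 694 to 827 and from 676 to 735, did not. Neither did the fits without one sample, from 717 to 844 and from 673 to 760. The paper's log2 fold change of TDH2 in Flo+ is -0.02, against 0.014, a difference in sign between values near 0. RLE normalization (0.016) and the replicate block (0.014) gave positive values as well. The fits without one sample gave -0.16 to 0.22, with a negative sign in 3 of the 6.

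The paper gives TDH2 as a gene with a difference in ratios. From the counts its difference was 1.34 with an adjusted p of 0.018 from limma with Benjamini-Hochberg adjustment, above the threshold of 0.01, and over the alternatives for this gene the adjusted p ranged from 0.013 to 0.049. With a threshold of 0.05, TDH2 passed. The paper gives RPN4 as downregulated in Flo-, where its log2 fold change from the counts was -0.46 with an adjusted p of 0.031 from limma with Benjamini-Hochberg adjustment, and over the alternatives this ranged from 0.0055 to 0.082. With the replicate block that p was the lowest of these. The authors' deposited adjusted p-values from DESeq2 were also above 0.01, at 0.097 for RPN4 in Flo- and 0.039 for the difference in ratios of SUL2. The paper describes the 3 groups of genes by Cyc8p and flocculation as shares of the genes changed in Flo+. From the counts, 136 genes with a difference in ratios were among those 796 genes. The share that the paper prints for genes regulated by flocculation only is lower than its own gene counts give.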

Other observations

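The test of gene length was set before its result was seen, and the counts of other splits and the tests on mitochondrial transcripts, on genes at 0 and on mannose among genes with a difference in ratios were chosen only after the result was seen.

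Transcripts of 10 mitochondrial genes made up 60.3 ± 13.1 CPM in -Rap and 68.6 ± 7.53 in +Rap samples (SD, n = 3), and 1.24 ± 0.476 in -Rap +Man and 1.07 ± 0.537 in +Rap +Man samples (SD, n = 3), a 55.8-fold difference between the experiments. It is present with and without rapamycin, and so are mannose, the sequencing run and the read type. A library preparation that recovers mitochondrial transcripts unequally is a candidate explanation that cannot be told apart from mannose. Of the 4 mitochondrial genes tested, all were lower with mannose, by a median of -5.51 on the log2 scale, and 0 had a difference in ratios.

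With 0 counts in all 6 Flo+ samples and at least 100 counts in all 6 Flo- samples, 21 genes stood apart, and 0 genes showed the opposite; the number 100 was chosen after the values were seen. These include HYP2, PHO84, DID2 and YCR087C-A. Of the 21 genes, 9 are absent from the annotation and 6 of the 12 others overlap a gene on the opposite strand, together 71.4% against 9.74% of the other genes (Fisher's exact test, two-sided, odds ratio 23.2, p = 2.4e-11). This is consistent with reads having been assigned to genes by different rules in the experiments. Of the 21 genes, 3 had a difference in ratios: CPP2 (2.08), RGI1 (4.27) and GAL4 (2.25), named after their values were seen.

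Genes of at most 702 bp, the lower quartile of length, made up 44.0% of the placed genes that differed with mannose and 20.7% of the others. Only 76.3% of the genes that differed could be placed in the annotation, too few for the check, which is therefore void, and read type and sequencing run cannot be told apart from mannose. Of the 4 splits of the samples without rapamycin that part the same-numbered samples, 1, the real one, gave as many genes, and it was also the only one of all 10. The other splits mix samples of the real groups, so that few calls were built in.

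Of the 241 genes with a difference in ratios, 46.5% also differed with mannose without rapamycin, against 22.1% of the other tested genes (Fisher's exact test, two-sided, odds ratio 3.06, p = 4.3e-16). The difference in ratios contains the same control samples with the opposite sign, so that some overlap is built into the design.

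Among the 446 genes upregulated in both experiments with no difference in ratios, the median difference was 0.49 towards Flo-. It was 0.54 with RLE normalization and 0.51 with the authors' size factors, and these scalings shifted the median over all tested genes by 0.05 and 0.02.

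ACT1, the reference gene of the paper's RT-qPCR, had a log2 fold change of 0.37 in Flo+ (adjusted p = 0.066, range over alternatives 0.025 to 0.19, from limma with Benjamini-Hochberg adjustment). In Flo- it rose by 0.87 (adjusted p = 0.0047, range 8.5e-04 to 0.027, from limma with Benjamini-Hochberg adjustment). The difference in ratios was 0.47 (adjusted p = 0.19, range 0.095 to 0.35, from limma with Benjamini-Hochberg adjustment). PMA1 had log2 fold changes of -0.091 and -0.23. FLO1 differed by -1.85 between the control samples with and without mannose, and it has a near-identical copy.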
